# Unexpected Inflammatory Effects of Intravaginal Gels (Universal Placebo Gel and Nonoxynol-9) on the Upper Female Reproductive Tract: A Randomized Crossover Study

**DOI:** 10.1371/journal.pone.0129769

**Published:** 2015-07-15

**Authors:** Karen Smith-McCune, Joseph C. Chen, Ruth M. Greenblatt, Uma Shanmugasundaram, Barbara L. Shacklett, Joan F. Hilton, Brittni Johnson, Juan C. Irwin, Linda C Giudice

## Abstract

Intravaginal anti-HIV microbicides could provide women with a self-controlled means for HIV prevention, but results from clinical trials have been largely disappointing. We postulated that unrecognized effects of intravaginal gels on the upper female reproductive tract might contribute to the lower-than-expected efficacy of HIV microbicides. Our objective was to study the effects of intravaginal gels on the immune microenvironment of the cervix and uterus. In this randomized crossover study, 27 healthy female volunteers used a nightly application of intravaginal nonoxynol-9 (N9) gel as a “failed” microbicide or the universal placebo gel (UPG) as a “safe” gel (intervention cycles), or nothing (control cycle) from the end of menses to the mid-luteal phase. At a specific time-point following ovulation, all participants underwent sample collection for measurements of T-cell phenotypes, gene expression, and cytokine/chemokine protein concentrations from 3 anatomic sites above the vagina: the cervical transformation zone, the endocervix and the endometrium. We used hierarchical statistical models to estimate mean (95% CI) intervention effects, for N9 and UPG relative to control. Exposure to N9 gel and UPG generated a common “harm signal” that included transcriptional up-regulation of inflammatory genes chemokine (C-C motif) ligand 20 (macrophage inflammatory factor-3alpha) and interleukin 8 in the cervix, decreased protein concentrations of secretory leukocyte protease inhibitor, and transcriptional up-regulation of inflammatory mediators glycodelin-A and osteopontin in the endometrium. These results need to be replicated with a larger sample, but underscore the need to consider the effects of microbicide agents and gel excipients on the upper female reproductive tract in studies of vaginal microbicides.

## Introduction

Vaginal microbicides are topical antimicrobials that block, kill, or inactivate HIV and/or other sexually transmitted pathogens when placed in the vagina prior to exposure. Wide deployment of safe and efficacious vaginal microbicides could provide women with a self-controlled means for protection from HIV, which in turn could reduce sexual transmission of HIV and impact the ongoing global HIV epidemic. Results from recent clinical trials of vaginal microbicides have been largely disappointing [1]. These results prompted a reappraisal of methods for selecting candidates for Phase III trials, including *in vitro* assays of efficacy and assessments of safety [1,2].

Nonoxynol-9 (N9), a nonionic detergent, was the first microbicide to be tested in large clinical trials for prevention of HIV transmission. Paradoxically, 3.5% N9 in a carbomer gel *increased* HIV transmission compared to carbomer gel alone in a high-risk population of women [3]. This was attributed in part to findings that N9 also increased risk of sexually transmitted infections and genital ulcers, presumably providing a portal for HIV access to target T-cells [4–6]. Subsequent investigations revealed that N9 injures epithelial cell membranes, resulting in the release of pro-inflammatory cytokines, recruitment of inflammatory mediators and efflux of macrophages in the vagina [7]. These findings prompted an increased focus on the safety of candidate microbicides with measurements of vaginal epithelial integrity and inflammatory infiltrates [8].

A recent approach for microbicide development has been to add antiretroviral drugs to vaginal gel formulations. Encouraging results from one trial of 1% tenofovir gel showed 39% protection against HIV infection [9], although in another study the use of tenofovir gel was terminated early due to lack of evidence of efficacy [10]. In the former trial, the effect of tenofovir gel was compared to the universal placebo gel (UPG), an agent used as a placebo control in many microbicide trials and assumed to be safe in the lower FRT [11].

Differences in the epithelial surfaces of the upper and lower FRT are likely to result in differences in their susceptibility to HIV infection [12]. While the vagina and ectocervix of the lower FRT are lined with a multi-layered squamous epithelium that is relatively resistant to injury, the upper FRT (including the endocervix and endometrium) is lined by a single layer of columnar epithelium that is a less effective barrier with closer proximity to underlying immune cells. The junction of the squamous and columnar cell types occurs on the cervix at the transformation zone (TZ). Fluctuations in sex hormones due to ovulation have been shown to suppress innate, adaptive and humoral immunity under the influence of progesterone (i.e., in the luteal phase of the menstrual cycle), leading to the concept of a “window of vulnerability” for HIV infection in the FRT and highlighting the need to consider the upper FRT in studies of HIV transmission [13,14]. We designed a study to test the hypothesis that intravaginal microbicides can gain access to and perturb the upper FRT, and thus could increase susceptibility of the upper FRT despite the intended effect of protecting the lower FRT. We studied the *in vivo* effects of 2 agents: N9 (an agent with known harmful effects on the lower FRT) and UPG (an agent used as a placebo control in many microbicide trials), compared to a no-treatment control, measuring biological effects on 3 anatomic sites above the vagina: the cervical TZ, the endocervix and the endometrium.

## Materials and Methods

### Overall study design

#### Ethics statement

The study protocol and consent materials were approved by the Committee on Human Research (approval # 10–01173), which is the ethics committee/institutional review board at University of California San Francisco. Signed informed consent was obtained from each participant.

#### Study design

This is a randomized 3-arm crossover study of the effects of 2 intravaginal products relative to a control on the upper FRT in healthy volunteers, with sample collection timed to be in the mid-luteal phase of the ovulatory cycle following 7–11 days’ exposure. Up to 3 time-periods (distinct ovulatory cycles) were studied per subject (see Table 1). This design reduces bias by controlling for personal characteristics that might affect outcomes, ensures balanced sample sizes across arms, and increases power to detect significant effects relative to a parallel-arm design. During the no-gel control cycle, participants placed no study product or applicator in the vagina. The study protocol, recruiting and consent materials were approved by the UCSF Committee on Human Research.

**Table 1:** Distribution of study participants and specimens analyzed, by study arm, anatomical site, and type of analysis. For a detailed breakdown of the numbers of specimens per exposure arm used for each analysis, see S1 Table.

Study arm	All	TZ*	Endocervix		Endometrium	
		Transcriptional	Immunologic	Protein	Immunologic	Transcriptional
N9	70 (35%)	20	17	12	12	9
UPG	63 (31%)	18	15	11	10	9
No gel	69 (34%)	18	16	12	14	9
All specimens	202	56	48	35	36	27
Participants:	27	27	25	19	21	17
Specimens per participant:	7.5	2.1	1.9	1.8	1.7	1.6

* TZ = cervical transformation zone

#### Recruitment of human volunteers

Healthy women volunteers were recruited via flyers placed in a variety of venues and advertisements in local publications. Exclusion factors were: positive HIV serology, positive urine nucleic acid amplification test for *Neisseria gonorrheae* or *Chlamydia trachomatis*, current or recent pregnancy or breastfeeding, age <18 or >44 years, recent history of irregular menstrual cycles and/or use of hormonal contraceptives, IUDs or vaginal products. Also excluded were volunteers using systemic corticosteroids or immune modulating therapies, and women unwilling/unable to refrain from vaginal intercourse for at least 72 hours before specimen collection or to use non-lubricated condoms during study cycles. Signed informed consent was obtained from each participant. Women received payment to compensate for time and effort required for each study visit.

#### Clinical study procedures

After an initial screening and enrollment visit, participants were instructed in study procedures as follows. Participants were asked to use vaginal products (Conceptrol N9 gel or UPG) or no product during an ovulatory cycle and to return after each exposure period, for collection of clinical samples to assess treatment effects. Conceptrol (Revive Personal Products, Madison, New Jersey) contains 4% N9 in a gel with lactic acid, methylparaben, povidone, propylene glycol, purified water, sodium carboxymethyl cellulose, sorbic acid, and sorbitol solution. UPG (CONRAD, Arlington, VA) is an isotonic non-buffering gel containing 2.7% hydroxyethylcellulose, sorbic acid, sodium hydroxide, sodium chloride and purified water. Cycles in which participants used products were followed by “washout” menstrual cycles during which no study intervention or biological sampling occurred. Early in the study, volunteers were randomized to N9 then UPG or the reverse sequence. The no-gel (and no-applicator) cycle was introduced to the study protocol part-way through the study, and women who had participated prior to this modification were invited back for a third study cycle. The sequence of three study conditions was randomly assigned when a participant met eligibility criteria via telephone screening and was scheduled for a visit.

Beginning after cessation of menstrual bleeding, consenting participants were instructed to use the assigned intravaginal product every night until 7–11 days after the luteinizing hormone (LH) surge was identified via a urine home detection kit (Clearblue(r) Ovulation Test DIGITAL, Proctor & Gamble, Cincinnati, OH). Within 7–11 days of urine LH detection (i.e., after ovulation), a study visit occurred for collection of study specimens. Prior to specimen collection, participants were asked if they had engaged in vaginal intercourse within the prior 72 hours, and if they had, the visit was canceled and the participants were asked to repeat the intervention during a subsequent menstrual cycle. Peripheral blood was collected in EDTA tubes. A speculum was inserted into the vagina, the cervix was visualized, and the following specimens were collected: endocervical fluid via wick (an ophthalmic sponge [Merocel eye spears, Beaver Visitec International, Waltham, MA] inserted into the canal for 90 sec, followed by a second identical collection); endocervical curettage (mechanical scraping) sample using a Kevorkian curette with basket square tip; a cervical biopsy (performed at the transformation zone if visible or at the os using a Mini-Tischler punch biopsy forceps); and an endometrial biopsy using with a 3 mm cannula (Miltex brand Softflex) inserted through the internal os into the endometrial cavity. For the latter procedure, if insertion of the cannula was difficult, local anesthesia was provided via cervical injection with lidocaine, and then a tenaculum was applied to the ectocervix. A second pass with the curette was made if the amount of tissue was observed to be insufficient after the first pass.

The occurrence of ovulation was confirmed by a serum progesterone level >2 ng/ml and by endometrial histology [15]. The mean progesterone in the overall sample was 9.27 ng/ml (95% CI 7.94–10.6).

#### Statistical Methods

Participants were invited to complete three study arms, but dropouts occurred due to difficulties with scheduling and unwillingness to undergo repeated specimen collection. We report the number of volunteers who contributed post-exposure specimens and the number of specimens analyzed, by study arm, anatomical site, and sampling technique (cervical biopsy, endocervical wick, endocervical curettage, and endometrial biopsy) (Table 1 and S1 Table).

### Gene expression profiling of cervical and endometrial samples

#### Microarray Analysis

Cervical and endometrial biopsies were snap frozen at the time of collection and stored at -80°C until use. RNA was isolated using the Nucleospin RNA purification kit (Machery Nagel, Bethlehem, PA) following the manufacturer’s protocol including DNase treatment. The purity and integrity of all RNA samples were confirmed through Nanodrop (Nanodrop, Wilmington, DE) and Bioanalyzer 255 (Agilent, Santa Clara, CA), respectively. Samples that did not meet the standards required for microarray analysis (e.g. due to ribosomal RNA degradation or phenol/guanidine salt contamination) were excluded. Some samples also were found to consist of mucous and/or blood, not tissue, after resuspension in Trizol. These samples were considered non-representative of the tissue of origin and were also excluded from microarray analysis. Samples were sent to the UCSF/Gladstone Institutes Genomics Core for cDNA synthesis and hybridization to Human Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA), with updated annotations, probing 36,079 transcripts and 21,014 genes, as previously reported [16]. Briefly, the intensity values of different probe sets (genes) in the GeneChip Operating Software (Affymetrix) were imported into GeneSpring GX 11.02 software (Agilent Technologies, Santa Clara, CA) and processed using the robust multiarray analysis algorithm for background adjustment, normalization, and log2 transformation of perfect match values. RMA16 was utilized as the background correction algorithm for ST array technology. The CEL files obtained from array studies are available in the Gene Expression Omnibus (GEO) at the National Center for Bioinformatic Information (NCBI).

#### Microarray Validation with Quantitative Real-Time PCR (qPCR)

To validate a subset of differentially expressed genes identified in the microarray analysis, qPCR was used as previously described [17]. Briefly, 10ng of total cDNA, obtained from post-array amplification of mRNA were combined with the Maxima Syber Green reagent (K0222, Thermo Scientific, Rockford, IL) and 300nM of pooled custom-designed forward and reverse primers (Fluidigm, South San Francisco, CA) and analyzed using the Strategene MX3005 system (Agilent, Santa Clara, CA). The efficiency of each primer was calculated through serial dilution of sample cDNA, and all primers expressed 90–100% efficiency. HPRT1 was utilized as a housekeeping gene due to its stability of expression between treatment arms. 

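HPRT1, an enzyme of purine salvage, had a lower mean level on the endometrial arrays after UPG than with no gel. The probe averaged 0.12 ± 0.10 (SD, n = 8) after UPG and 0.78 ± 0.63 (SD, n = 8) with no gel on the authors' centred log2 scale, a log2 fold change of -0.66 (standard error 0.23, exact permutation test, p = 0.0151, adjusted p = 0.593 from limma). It lay below the no gel median in 8 of 8 UPG arrays, and the log2 fold change was -0.48 among the arrays numbered 1 to 30 and -0.76 among those numbered 31 to 71. After the gel with N9 the endometrial log2 fold change was -0.13 (standard error 0.22, n = 9 and 8, exact permutation test, p = 0.654). Among these N9 arrays replicate 4 stood apart, with HPRT1 at 1.90 against a median of 0.49 of the others. In the cervix HPRT1 had a log2 fold change of 0.22 after N9 (standard error 0.11, n = 12 and 12, permutation test, p = 0.0847) and of 0.07 after UPG (standard error 0.12, n = 9 and 12, exact permutation test, p = 0.484). The 7 other reference genes measured had a median log2 fold change of -0.04 in the endometrium after UPG, between -0.11 and 0.31.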

Absence of non-specific amplification and primer dimers was confirmed through the dissociation curve, and the comparative Ct method (delta delta Ct) was utilized to calculate the relative expression levels of each target gene for each treatment (ABI User Bulletin 2). Fold changes were calculated through treatment (N9 or UPG) normalized to the no-gel arm.

#### Statistical methods

Differential expression analysis of microarray data, to estimate fold-changes in cervical and endometrial biopsy tissue from N9 or UPG intervention versus control (no-gel) was conducted by the Giudice lab using Genespring 12.1 (2013). We report genes with ≥1.5-fold changes and P<0.05 by two-way ANOVA with Benjamini-Hochberg multiple-testing correction for false discovery rate. Quantitative RT-PCR data was analyzed by t-tests to determine significant differences in gene expression in each comparison arm using R-Commander (2011) and Microsoft Excel (2010). Ingenuity Pathway Analysis (Ingenuity Systems Inc, Redwood City, CA) was used to evaluate the molecular, cellular, and physiological functional pathways that were affected by the differentially expressed genes in both the endometrium and cervix after N9 or UPG exposure compared to no-gel. Resulting pathways utilized for analysis were derived from genes with a ≥1.5 fold change.

### Phenotypic and functional assays of cervical and endometrial T-cells

#### Mononuclear Cell Isolation

Samples of blood, endocervical curettage and endometrial biopsies collected at UCSF were transported on ice to UC Davis to arrive within 3–4 hours of collection. Upon arrival, peripheral blood mononuclear cells (PBMC) were isolated by Ficoll-Hypaque (Pfizer, New York, NY) density gradient centrifugation, and washed in PBS. Mononuclear cells from endocervical curettage were isolated by repeated pipetting, followed by passage through a 70μm nylon cell strainer (Becton Dickinson, Bedford, MA) and washing in complete medium [RPMI-1640 supplemented with 15% FBS, penicillin (100U/ml), streptomycin (100μg/ml), and glutamine (2mM)]. Endometrial biopsies were subjected to two to three rounds of collagenase type II digestion (0.5 mg/ml; Sigma-Aldrich, St. Louis, MO), followed by mechanical disruption using an 18-gauge blunt-end needle and passage through a 70-μm nylon cell strainer. The pooled cells were washed in complete medium.

Red blood cell lysis was performed as needed on PBMC, endometrium and endocervical cells using ammonium chloride-potassium carbonate-EDTA (ACK).

#### Monoclonal Antibodies

Fluorochrome-labeled monoclonal antibodies used for the phenotypic and intracellular staining assay included CD3 (clone UCHT1), CD4 (clone RPA-T4), CD8 (clone SK1), CCR7 (clone 3D12), CXCR4 (clone12G5), CCR5 (clone 2D7), CD8 (clone RPA-T8), IFNγ (clone B27), TNFα (clone MAb11), MIP-1ß (clone D21-1351) from Becton-Dickinson Pharmingen (San Diego, CA); CD45RA (2H4), CD4 (clone T4D11) from Beckman Coulter (Fullerton, CA); CD38 (clone HB7), CD107a (clone H4A3), and IL10 (clone JES3-19F1) from BD Biosciences (San Jose, CA); HLADR (clone TU36), aqua amine reactive dye from Invitrogen (Carlsbad, CA); CD66b (G10F5) Biolegend (San Diego, CA); and IL17 (clone eBio64CAP17), IL2 (clone MQ1-17H12), from eBioscience (San Diego, CA). Optimum antibody titers were determined empirically for each antibody based on preliminary titration experiments using serial dilutions, which included the manufacturers’ recommended amounts. Flow cytometry data were acquired on an LSRII (BD Immunocytometry Systems, San Jose, CA) equipped with 405, 488, and 643 nm lasers and utilizing FACSDIVA software (BDIS). Analysis of cytometry data was done with FlowJo software (TreeStar, Ashland, OR). Results were recorded as the percentage of CD4+ or CD8+ T-cells expressing a given surface marker or combination of markers.

#### Statistical Methods

Preliminary histograms of T-cell phenotypes measured at two anatomical sites (endocervix via curettage, and endometrium via biopsy) revealed that distributions were typically right-skewed; consequently, most analyses were conducted on log-transformed outcomes and the remainder were conducted on the natural scale. Separately for CD4+ T-cells (83 values) and CD8+ T-cells (81 values), we used random-effects regression to model outcomes as a function of intervention arm, anatomical site, and the arm-by-site interaction. We report estimates on the natural scale of within-site mean (95% CI) frequencies following control (no-gel) cycles, after transforming geometric means to arithmetic means. We also report mean (95% CI) intervention vs. no-gel effects and corresponding chi-squared tests. The fit of each model was judged via analyses of residuals, including Kolmogorov-Smirnov tests. Models that fit poorly due to a small number of outliers were reanalyzed in 5% (or 10%)-Winsorized samples. Of 16 CD4+ phenotypes, 13 were analyzed on the log-scale (intervention effects are estimated as fold-changes), and 2 on the natural scale (intervention effects are estimated as differences). Of 16 CD8+ phenotypes, 12 were analyzed on the log-scale and 4 on the natural scale. Companion nonparametric analyses were not performed because the paired samples would be quite small within T-cell type, anatomical site, and intervention arm. All analyses were conducted using SAS version 9.4.

### Endocervical wick cytokine measurements

Endocervical wick samples were snap frozen at the time of collection and stored at -80°C until analysis. Wick samples were weighed and then extracted following published techniques into 300ul ice cold extraction buffer (PBS, 0.25M NaCl + 0.1mg/ml aprotinin), centrifuged, and extracted a second time in 300 ul of extraction buffer [18]. Wicks were allowed to air dry for 24 hours then weighed again; the dry wick weight was subtracted from the initial wet weight to determine the volume of fluid extracted from each wick. The mean [wet wick weight—dry wick weight] was 60.1 mg (range 0.9–378.3). Two wick samples were collected consecutively from each participant and the 2 samples were pooled for each participant for analysis. Samples were assayed for the following cytokines on the Milliplex panel (Millipore, Billerica, MA): IFNα2, IFNγ, IL10, IL12p70, IL1α, IL1β, IL6, IL8, MCP1, MIP1α, MIP1ß, RANTES and TNFα. The plates were read on a Bio-Plex Suspension Array Reader (Bio-Rad Laboratories Inc, CA, USA). Samples were also assayed using commercial ELISA kits for human neutrophil peptides 1–3 (HNP1-3) (Hycult Biotech, Plymouth Meeting, PA), lactoferrin (Novus Biologicals, Littleton, CO) and secretory leukocyte protease inhibitor (SLPI) (R&D Systems, Minneapolis, MN). Spike experiments have excluded interference of N9 or UPG with the Luminex or ELISA assays at 5% gel concentrations, which approximates the expected dilution of the gel into the 600 μl extraction buffer. Higher concentrations of the gels may have interfered with the Luminex assay due to high viscosity. Protein concentrations measured in the assays were multiplied by the dilution factor ([wet wick weight—dry wick weight] + 600 divided by [wet wick weight—dry wick weight]) to calculate the concentration (pg/ml) of each factor in the wick fluid. Fluid extracted from the wicks had to be further diluted for the ELISA assays in order to obtain readings within the range of the standard curve, as follows: SLPI 1/1300, lactoferrin 1/3000, HNP1-3 1/250. Samples with a [wet wick weight—dry wick weight] of less than 2 mg were excluded from the analysis as this small amount of fluid was not felt to be representative of the endocervical environment.

#### Statistical analysis

Preliminary histograms revealed that distributions of protein levels measured in cervical wicks were right-skewed; consequently all analyses were conducted on log-transformed outcomes. Initial comparisons of within-person paired outcomes (N9 versus no-gel, and UPG versus no-gel) were based on Wilcoxon Signed-Rank (WSR) tests of no difference between distributions. We also used a parametric approach in order to estimate mean (95% CI) protein concentrations following control (no-gel) cycles and fold-changes between intervention and control outcomes, and conduct chi-squared tests. Because of the small number of outcomes, we Winsorized (5%) the log-transformed outcomes prior to analysis. For biomarkers with 56 values, 5% Winsorization typically replaced the two lowest and two highest outcomes with the values at the 5^th^ and 95^th^ percentiles of the distribution, respectively; however, if an extreme value occurred in multiple subjects/arms, the imputation was applied to each. We used mixed-effects regression to model the transformed outcomes as a function of intervention arm, accounting for multiple outcomes per subject via random effects. The fit of a model was judged via analyses of residuals, including Kolmogorov-Smirnov tests. Results, reported on the natural scale, include (arithmetic) mean protein concentrations in the untreated arm and intervention effects relative to no-gel, expressed as mean (95% CI) levels and fold-changes, respectively.

## Results

### Participant recruitment, visit completion and specimen collection

The overall study population was 28% black, 44% white, 13% Asian and 15% other/mixed. The mean age of participants was 35.1 years (range 24–43, 95% CI 34.0–36.2). The mean day of the menstrual cycle at the time of the biopsy visit was 22.7 (95% CI 21.7–24.1). The mean numbers of days post LH-surge was 8.3 (95% CI 7.9–8.8). The mean number of days of product exposure was 17.3 (95% CI, 13.2–21.4). None of these features varied by arm.

While participants were asked to complete all 3 study arms, some women did not, due to difficulties with scheduling and unwillingness to undergo repeated biopsies. Of 27 volunteers, 12 contributed specimens for all 3 exposure cycles, 7 for 2 cycles, and 8 for a single cycle (Table 1). On average, 1.6 to 2.1 exposures per woman were available for analysis (Table 1). By arm, the number of participants contributing specimens and the number of specimens contributed were approximately equal, overall and by site/method; however, specimens were more often contributed when the procedures to collect the specimens were less invasive (e.g. more wick samples were contributed than endometrial biopsies).

### Effects of N9 and UPG on the transcriptome of the cervical transformation zone (TZ)

In cervical TZ samples (35 samples from 21 participants), N9 exposure resulted in up (33 genes)-or down (86 genes)-regulation (≥1.5 fold, p<0.05) of 119 genes compared to no-gel samples. 

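Biopsies of the cervical transformation zone (TZ), where the squamous epithelium of the ectocervix meets the columnar epithelium of the endocervix, were measured on Affymetrix arrays of the type Human Gene 1.0 ST. They were collected 7 to 11 days after the luteinizing hormone surge, in cycles with use of a gel with 4% nonoxynol-9 (N9, a detergent spermicide), of the universal placebo gel (UPG, thickened with 2.7% hydroxyethylcellulose) or of no gel. The sample labels call the tissue of these arrays endocervix, and the name in the paper is used here. The values analysed come from 33 cervical arrays of 21 participants (as read from the array names), with 12 no gel, 12 N9 and 9 UPG arrays. Of the participants, 13 gave 1 array, 4 gave 2 and 4 gave 3, and 6 participants of each gel arm also gave a no gel array. The authors processed the scanner intensities with RMA16 background correction, normalization and log2 transformation in GeneSpring GX. In their log2 values, the median of each of the 28869 probes over all 58 arrays of the study is 0 within 1e-06. Each value is therefore a difference from the typical array, and how bright a probe was is not known here. The median of an array lay between -0.0143 and 0.0109 among the no gel arrays, between -0.0161 and 0.0126 among the N9 arrays and between -0.00846 and 0.0167 among the UPG arrays. The number of arrays limits the precision. Each gel was set against no gel with limma in 1 fit of the 3 arms, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 with a difference of at least 1.5-fold. Single genes and the means of gene lists were also compared by two-sided permutation tests, exact where an arm holds fewer than 10 arrays and with 100000 resamples otherwise. The platform annotation gives 1 symbol to 19310 probes, several to 1752 and none to 7807, and a gene counts below as measured where a probe carries its symbol alone. The array names fall into 2 series, numbered 1 to 30 and 31 to 71, and a pair of values by series is given below in that order. The first series holds 5 N9, 5 no gel and 4 UPG cervical arrays and the second 7, 7 and 5. Between the series, with the arms as a term, 125 cervical probes passed these thresholds in limma, 9 higher and 116 lower in the second.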

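Genes of the cornified layers of squamous epithelium had lower mean levels after N9 than with no gel, and no probe passed the adjusted threshold. LCE3D and LCE3E, proteins of the late cornified envelope, had log2 fold changes of -2.59 (standard error 0.94) and -1.95 (standard error 0.72, n = 12 and 12 arrays). RPTN (repetin), another protein of the cornified envelope, was at -1.24 (standard error 0.47) and lay below the no gel median in 12 of 12 N9 arrays (permutation test, p = 0.00757). KRT1, a keratin of differentiated squamous cells, averaged 2.31 ± 2.47 (SD, n = 12) after N9 and 3.92 ± 2.71 (SD, n = 12) with no gel (permutation test, p = 0.139). CRISP3, a secreted cysteine-rich protein, had a log2 fold change of -1.84 (standard error 0.44, permutation test, p = 8e-04). CH25H, which makes 25-hydroxycholesterol, had a log2 fold change of 0.75 (standard error 0.17) and lay above the no gel median in 10 of 12 N9 arrays (permutation test, p = 0.00104). Over all probes, the adjusted p from limma was 0.996 for CRISP3 and CH25H.
Of 31 listed genes of cornified squamous epithelium 29 were measured, 2 of them with a log2 fold change above 0, and their median was -0.69. None passed over all probes or adjusted over the list alone (lowest adjusted p = 0.0797). A camera test with its preset correlation between genes put the list below other genes (adjusted p = 1.28e-07), a call that was lost (adjusted p = 0.510 with an estimated correlation). Per array the list averaged 2.01 ± 1.71 (SD, n = 12) after N9 and 2.82 ± 1.83 (SD, n = 12) with no gel (permutation test, p = 0.266). The median log2 fold change of the list was -2.09 in the first series and 0.32 in the second, and -0.46 without N9 replicate 3. A list of 12 genes of basal squamous epithelium stood at -0.17 overall, at -1.16 and 0.36 by series, at -0.01 without N9 replicate 10 and at -0.43 without no gel replicate 9. A list of 21 genes of columnar epithelium, such as mucins of the endocervix, stood at -0.24 overall, at 0.36 and -0.59 by series, at -0.03 without N9 replicate 5 and at -0.42 without no gel replicate 5 (adjusted p = 0.0464 from camera and 0.749 with an estimated correlation).
By limma, 0 probes passed the threshold between N9 and no gel (lowest adjusted p = 0.407), and the two-way linear model of arm and tissue over all 58 arrays also gave 0. At an unadjusted p under 0.05 with at least 1.5-fold, 57 probes differed in limma, 34 higher and 23 lower (13 lower without no gel replicate 2), and 67 in the linear model. With the participant as a fixed block 27 probes, in place of these 57, differed in this way, and the median of the columnar genes turned to 0.12. At 1.5-fold without a p the balance was the opposite, with 131 probes, 41 higher and 90 lower. At any fold, 1232 probes had an unadjusted p under 0.05, where 1443 would by chance alone.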

The complete list of differentially expressed genes is presented in S2 Table. A partial list of genes with altered expression that were validated by PCR is presented in Table 2. N9 resulted in up-regulation of genes associated with inflammation and chemotaxis including CCL2, CCL19, CCL20, IL1α, IL1β, IL6, and IL8 [19–24]. 

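Several cytokine and chemokine genes had higher mean levels in the cervical biopsies after N9 than with no gel. IL8 (annotated as CXCL8), which attracts neutrophils, averaged 1.57 ± 1.16 (SD, n = 12) after N9 and 0.45 ± 0.67 (SD, n = 12) with no gel, a log2 fold change of 1.12 (standard error 0.37, permutation test, p = 0.00898). CCL20, which attracts lymphocytes and dendritic cells through CCR6, averaged 1.77 ± 0.95 (SD, n = 12) and 0.70 ± 0.80 (SD, n = 12), a log2 fold change of 1.08 (standard error 0.36, permutation test, p = 0.00795). CCL19, a ligand of CCR7, had a log2 fold change of 0.84 (standard error 0.29, permutation test, p = 0.00728), and IL1B had 0.86 (standard error 0.31, permutation test, p = 0.00744). IL8 lay above the no gel median in 9 of 12 N9 arrays and CCL20, CCL19 and IL1B in 10 of 12. For IL1A the log2 fold change was 0.93 (standard error 0.38, permutation test, p = 0.0322), and it was 0.09 and 1.54 by series. IL6 had a log2 fold change of 0.65 (standard error 0.33, permutation test, p = 0.0701). CCL2, which attracts monocytes, had 0.60 (standard error 0.30, permutation test, p = 0.0962) and turned to -0.03 with the participant as a fixed block. These p are not adjusted, and over all probes each of the 7 genes had an adjusted p of 0.9998 from limma.
Of a list of 30 inflammatory cytokines and chemokines 29 were measured, 25 of them with a log2 fold change above 0, and their median was 0.42. None passed over all probes, while SELE, CCL20, CXCL8 and CCL19, 4 in all, were higher and 0 lower when adjusted over the list alone. With camera's preset correlation the list stood above other genes (adjusted p = 3.05e-09), and this call was lost (adjusted p = 0.0907 with an estimated correlation). Per array the list averaged 0.97 ± 0.44 (SD, n = 12) after N9 and 0.58 ± 0.20 (SD, n = 12) with no gel (permutation test, p = 0.0106, adjusted p = 0.165 over the 31 lists tested). Its median was 0.38 and 0.40 by series. Without the genes of the paper's S2 Table, 17 genes were left, 15 of them above 0, with a median of 0.30.

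**Figure D1:**
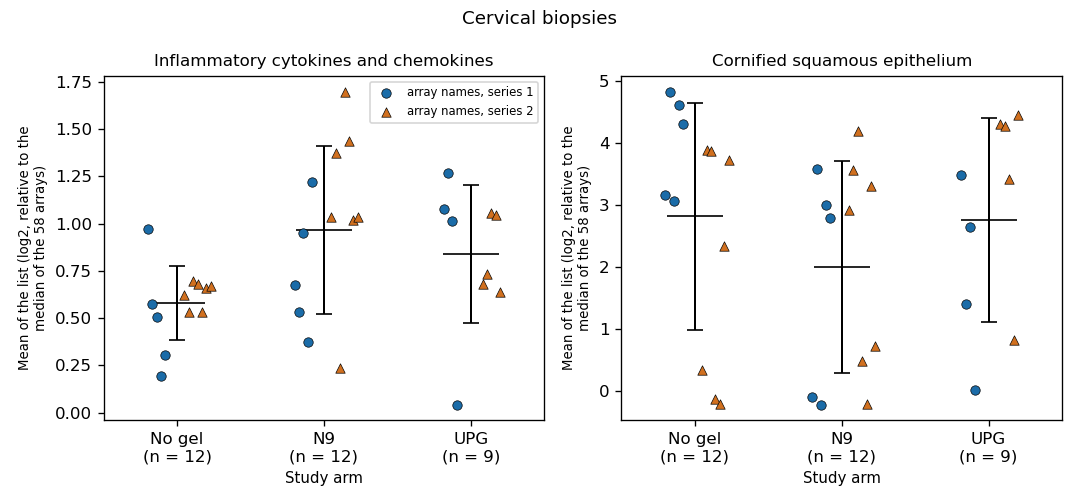
Mean of a gene list in each cervical array (vertical axis, log2 relative to the median of the 58 arrays) by study arm, for inflammatory cytokines and chemokines (left) and for genes of cornified squamous epithelium (right), where each point is 1 array (circles for the first series, triangles for the second), the long horizontal line is the mean of the arm and the bars are 1 SD. On the left the N9 arrays lie between 0.23 and 1.70 and the no gel arrays between 0.20 and 0.97, and on the right the N9 arrays lie between -0.2 and 4.2 and the no gel arrays between -0.2 and 4.8.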

Pathways associated with cell-to-cell signaling, cellular movement and inflammatory response were altered and reached statistical significance (Z score >2.0) in Ingenuity Pathway Analysis (Table 3). Many of the functions that were altered would be expected to result in increases in chemotaxis, movement and adhesion of potential HIV target cells including lymphocytes, monocytes and phagocytes.

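The 9 molecules that the paper's Table 3 sets under the inflammatory response each had a higher mean level after N9 than with no gel. SELE (E-selectin), to which rolling leukocytes bind on activated endothelium, had a log2 fold change of 0.90 (standard error 0.28, n = 12 and 12, permutation test, p = 0.00265). CXCL2, another chemokine that attracts neutrophils, had 0.72 (standard error 0.40, permutation test, p = 0.108). The median of these 9 molecules was 0.86, and 6 of them passed when adjusted over the list alone and 0 over all probes. They were chosen by the study on these samples, so this is not independent evidence of their direction. The camera test put them above other genes (adjusted p = 1.77e-11, and adjusted p = 0.00880 with an estimated correlation). Their mean per array was 1.18 ± 0.68 (SD, n = 12) after N9 and 0.32 ± 0.32 (SD, n = 12) with no gel, above the no gel median in 11 of 12 N9 arrays (permutation test, p = 0.00061, adjusted p = 0.0189 over the 31 lists).
HBEGF, a ligand of the epidermal growth factor receptor, had a log2 fold change of 0.90 (standard error 0.33, permutation test, p = 0.0217). CHI3L1, a chitinase-like protein of inflamed tissue, had 1.14 (standard error 0.45, permutation test, p = 0.0325), and IL36G, a cytokine of epithelia, had 0.84 (standard error 0.36, permutation test, p = 0.0650). A list of keratins of wounded epithelium and ligands of that receptor, of which 12 of 18 were measured (not AREG, KRT6A, KRT6B and KRT17, which have no probe of their own), had 10 members above 0 and a median of 0.28, with -0.10 and 0.48 by series (camera adjusted p = 0.00242, and adjusted p = 0.167 with an estimated correlation). Of its members 0 passed over all probes or adjusted over the list alone. Of 15 immediate early genes, which cells transcribe within minutes of a stimulus, 14 lay above 0, with a median of 0.29 (camera adjusted p = 1e-04, and adjusted p = 0.510 with an estimated correlation). Their median was 0.07 and 0.43 by series, and 0.145 with the participant as a fixed block. IER3, an early gene of stress signalling with a log2 fold change of 0.63 (standard error 0.18, permutation test, p = 0.00207), was the only one of the 15 to pass when adjusted over the list alone (adjusted p = 0.0181), and it did not pass over all probes.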

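Markers of lymphocytes in the cervical biopsies differed little between N9 and no gel, and those of macrophages and neutrophils were slightly higher after N9. Of 13 macrophage genes 10 lay above 0, with a median log2 fold change of 0.18, and their mean per array was 0.10 ± 0.32 (SD, n = 12) after N9 and -0.09 ± 0.23 (SD, n = 12) with no gel (permutation test, p = 0.114). Of 9 neutrophil genes 7 lay above 0, with a median of 0.18 (permutation test, p = 0.223), with 0.04 and 0.43 by series and 0.10 without N9 replicate 9. The camera test called both lists with its preset correlation (adjusted p = 0.00242 and 0.00512) and neither with an estimated one (adjusted p = 0.500 with an estimated correlation for both). Of 15 T-cell genes 4 lay above 0 (median -0.06, camera adjusted p = 0.426), of 15 natural killer (NK) cell genes 5 (median -0.05, camera adjusted p = 0.478) and of 11 B-cell and plasma cell genes 9 (median 0.04, camera adjusted p = 0.478). Genes of endothelial cells (8 of 10 above 0, median 0.13) and of fibroblasts (9 of 10 above 0, median 0.24, with 0.14 without N9 replicate 9 and 0.42 without N9 replicate 8) were called by camera (adjusted p = 0.00512 and 0.0326) and not with an estimated correlation (adjusted p = 0.510 and 0.646 with an estimated correlation). In these 7 lists 0 members passed over all probes in limma or adjusted over the list alone. From the functions that Ingenuity Pathway Analysis assigned to its genes (Table 3), the paper expects more chemotaxis, movement and adhesion of lymphocytes, monocytes and phagocytes, which HIV can infect.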

**Table 2:** Selected list of differentially expressed genes in cervical and endometrial biopsy samples from women using N9 or UPG versus no-gel measured by array (minimum 1.5 fold change, p<0.05) and validated by qRT-PCR. Genes are arranged from most highly up-regulated at the top to most highly down-regulated at the bottom based on results from the array data. Genes whose expression patterns are similarly altered by N9 and UPG are highlighted with bold text.

Cervix Transformation Zone: N9 vs No Gel	Gene symbol	Fold Change*	
Gene description		array	qRT-PCR
**interleukin 8**	**IL8**	2.18 Up	2.95 Up
amphiregulin	AREG	2.18 Up	15.8 Up
**chemokine (C-C motif) ligand 20**	**CCL20**	2.12 Up	3.91 Up
interleukin 1, alpha	IL1A	1.91 Up	5.97 Up
selectin E	SELE	1.87 Up	1.99 Up
interleukin 1, beta	IL1B	1.82 Up	1.84 Up
chemokine (C-C motif) ligand 19	CCL19	1.80 Up	4.74 Up
chemokine (C-X-C motif) ligand 2	CXCL2	1.64 Up	6.04 Up
interleukin 6 (interferon, beta 2)	IL6	1.57 Up	1.83 Up
chemokine (C-C motif) ligand 2	CCL2	1.51 Up	2.34 Up
**serpin peptidase inhibitor, clade B (ovalbumin), member 12**	**SERPINB12**	2.49 Down	2.16 Down
serine peptidase inhibitor, Kazal type 7 (putative)	SPINK7	2.65 Down	2.05 Down
**keratin 1**	**KRT1**	3.06 Down	21.3 Down
**Cervix Transformation Zone: UPG vs No Gel**			
**chemokine (C-C motif) ligand 20**	**CCL20**	1.89 Up	3.69 Up
**interleukin 8**	**IL8**	1.52 Up	2.89 Up
chemokine (C-X-C motif) ligand 5	CXCL5	1.50 Up	1.54 Up
**serpin peptidase inhibitor, clade B (ovalbumin), member 12**	**SERPINB12**	1.66 Down	1.71 Down
keratin 10	KRT10	1.96 Down	NPA^§^
**keratin 1**	**KRT1**	2.05 Down	3.72 Down
**Endometrium: N9 vs No Gel**			
phospholipase A2, group IIA (platelets, synovial fluid)	PLA2G2A	2.06 Up	33.2 Up
**progestagen-associated endometrial protein**	**PAEP**	1.95 Up	1.76 Up
**secreted phosphoprotein 1**	**SPP1**	1.65 Up	4.58 Up
**killer cell immunoglobulin-like receptor family proteins** ^**¶**^	**KIRs**	1.54 Up	NPA^§^
fibronectin 1	FN1	1.52 Down	7.71 Down
**matrix metallopeptidase 26**	**MMP26**	1.71 Down	5.17 Down
**serpin peptidase inhibitor, clade A, member 5**	SERPINA5	2.06 Down	3.50 Down
**matrix metallopeptidase 7 (matrilysin, uterine)**	**MMP7**	2.11 Down	3.61 Down
**Endometrium: UPG vs No Gel**			
**progestagen-associated endometrial protein**	**PAEP**	4.07 Up	11.6 Up
**secreted phosphoprotein 1**	**SPP1**	2.58 Up	4.68 Up
complement component 3	C3	2.22 Up	2.54 Up
serpin peptidase inhibitor, clade G (C1 inhibitor), member 1	SERPING1	2.16 Up	2.87 Up
chemokine (C-X-C motif) ligand 13	CXCL13	1.70 Up	1.64 Up
interleukin 15	IL15	1.66 Up	1.50 Up
chemokine (C-C motif) ligand 21	CCL21	1.56 Up	1.92 Up
**killer cell immunoglobulin-like receptor family proteins** ^**¶**^	**KIRs**	1.52 Up	NPA^§^
**matrix metallopeptidase 7 (matrilysin, uterine)**	**MMP7**	1.70 Down	1.84 Down
serpin peptidase inhibitor, clade B (ovalbumin), member 9	SERPINB9	1.99 Down	3.10 Down
**serpin peptidase inhibitor, clade A, member 5**	SERPINA5	3.28 Down	10.3 Down
**matrix metallopeptidase 26**	**MMP26**	4.82 Down	2.02 Down

Samples analyzed: (i) Cervix: No gel, 16; N9, 13; UPG, 11 (ii) Endometrium: No gel, 11; N9, 10; UPG, 10

* Up and Down refers to up- or down-regulated expression relative to No Gel

^¶^ KIR3DS1|KIR3DL1|KIR2DS1|KIR2DL3|KIR2

^§^ NPA no primer available

**Table 3:** Top biofunctions affected by differential gene expression in cervix biopsy samples from women using N9 compared to no gel. Biofunction analysis conducted through Ingenuity Pathway Analysis (IPA), Z scores ≥1.5. Pathways present in more than one category are represented only once.

Category	Disease or Functions	Predicted Activity	Z-score	Molecules	#*
Immune Cell Trafficking	adhesion of immune cells	Increased	2.74	CCL19,CCL2,CCL20,IL1A,IL1B,IL6,IL8,SELE	8
	adhesion of mononuclear leukocytes	Increased	2.43	CCL19,CCL2,CCL20,IL1A,IL6,SELE	6
	adhesion of lymphocytes	Increased	2.24	CCL19,CCL2,CCL20,IL6,SELE	5
	activation of phagocytes	Increased	2.20	CCL2,IL1A,IL1B,IL6,IL8	5
	chemotaxis of mononuclear leukocytes	Increased	2.19	CCL19,CCL2,CCL20,IL1B,IL8,SELE	6
	cell movement of myeloid cells	Increased	2.11	CCL2,CCL20,CXCL2,IL1A,IL1B,IL6,IL8,SELE	8
	cell movement of phagocytes	Increased	2.09	CCL19,CCL2,CCL20,CXCL2,IL1A,IL1B,IL6,IL8,SELE	9
	chemotaxis of phagocytes	Increased	2.02	CCL19,CCL2,CCL20,CXCL2,IL1B,IL8,SELE	7
	chemotaxis of T lymphocytes	Increased	2.00	CCL19,CCL2,CCL20,IL8	4
	chemoattraction of phagocytes	Increased	1.98	CCL19,CCL2,CCL20,IL8	4
	adhesion of phagocytes	Increased	1.97	IL1A,IL1B,IL8,SELE	4
	activation of myeloid cells	Increased	1.96	CCL2,IL1A,IL1B,IL8	4
	cell movement of PBMCs	Increased	1.96	CCL19,CCL2,CCL20,IL8	4
	cell movement of leukocytes	Increased	1.95	CCL19,CCL2,CCL20,CXCL2,IL18,IL1A,IL1B,IL6,IL8,SELE	10
	cell movement of monocytes	Increased	1.94	CCL2,CCL20,IL1B,IL8,SELE	5
	cell movement of mononuclear leukocytes	Increased	1.91	CCL19,CCL2,CCL20,IL18,IL1B,IL8,SELE	7
	lymphocyte migration	Increased	1.85	CCL19,CCL2,CCL20,IL18,IL8,SELE	6
	chemotaxis of myeloid cells	Increased	1.67	CCL2,CXCL2,IL1B,IL8,SELE	5
	migration of phagocytes	Increased	1.67	CCL19,CCL2,CCL20,IL1B,IL6,IL8,SELE	7
	activation of leukocytes	Increased	1.55	CCL2,CEACAM5,IL1A,IL1B,IL6,IL8	6
Inflammatory Response	inflammatory response	Increased	2.62	CCL19,CCL2,CCL20,CXCL2,IL1A,IL1B,IL6,IL8,SELE	9
	adhesion of endothelial cells	Increased	2.22	CCL2,IL1A,IL1B,IL8,SELE	5
Cell-To-Cell Signaling and Interaction	chemoattraction of cells	Increased	2.21	CCL19,CCL2,CCL20,IL1B,IL8	5
	binding of leukocytes	Increased	2.16	CCL19,CCL2,CCL20,IL8,SELE	5
	adhesion of vascular endothelial cells	Increased	2.00	CCL2,IL1A,IL8,SELE	4
	adhesion of kidney cells	Increased	1.97	CCL2,HBEGF,IL8,KLK6	4
	binding of cells	Increased	1.94	AREG/AREGB,CCL19,CCL2,CCL20,IL1B,IL6,IL8,KRT1,SELE,TNFRSF12A	10
	activation of cells	Increased	1.55	AREG/AREGB,CCL2,CEACAM5,HBEGF,IL1A,IL1B,IL6,IL8	8
Cellular Development	proliferation of tumor cell lines	Increased	2.48	AREG/AREGB,CEACAM6,HBEGF,IL1A,IL1B,IL6,IL8,KRT10,SLURP1,SPINK7	10
	proliferation of smooth muscle cells	Increased	2.41	CCL2,HBEGF,IL1A,IL1B,IL6,IL8	6
	differentiation of leukocytes	Increased	2.16	CCL2,IL1A,IL1B,IL6,IL8,SPINK5	6
	differentiation of mononuclear leukocytes	Increased	1.92	CCL2,IL1B,IL6,IL8,SPINK5	5
	differentiation of blood cells	Increased	1.64	CCL2,IL1A,IL1B,IL6,IL8,SPINK5,TNFRSF12A	7
	differentiation of cells	Increased	1.60	AREG/AREGB,CCL2,HBEGF,IL1A,IL1B,IL6,IL8,MAL,SCEL,SPINK5,TNFRSF12A,UPK1A	12
	cell movement	Increased	2.75	AREG/AREGB,CCL19,CCL2,CCL20,CHI3L1,CLU,CXCL2,FAP,HBEGF,IL18,IL1A,IL1B,IL6,IL8,SELE,TNFRSF12A	16
	chemotaxis of cells	Increased	2.55	CCL19,CCL2,CCL20,CXCL2,HBEGF,IL1B,IL8,SELE	8
Cellular Movement	migration of cells	Increased	2.48	AREG/AREGB,CCL19,CCL2,CCL20,CHI3L1,CXCL2,FAP,HBEGF,IL18,IL1A,IL1B,IL6,IL8,SELE,TNFRSF12A	15
	invasion of cells	Increased	2.36	AREG/AREGB,CCL19,CCL2,CHI3L1,CLU,HBEGF,IER3,IL18,IL8	9
	chemoattraction of cells	Increased	2.21	CCL19,CCL2,CCL20,IL1B,IL8	5
Hematological System Development and Function	quantity of blood cells	Increased	1.67	CCL2,IL1A,IL1B,IL6,IL8	5
	differentiation of blood cells	Increased	1.64	CCL2,IL1A,IL1B,IL6,IL8,SPINK5,TNFRSF12A	7
Skeletal and Muscular System Development and Function	proliferation of smooth muscle cells	Increased	2.41	CCL2,HBEGF,IL1A,IL1B,IL6,IL8	6
Immune Cell Trafficking	adhesion of immune cells	Increased	2.74	CCL19,CCL2,CCL20,IL1A,IL1B,IL6,IL8,SELE	8
	adhesion of mononuclear leukocytes	Increased	2.43	CCL19,CCL2,CCL20,IL1A,IL6,SELE	6
	adhesion of lymphocytes	Increased	2.24	CCL19,CCL2,CCL20,IL6,SELE	5
	activation of phagocytes	Increased	2.20	CCL2,IL1A,IL1B,IL6,IL8	5
	chemotaxis of mononuclear leukocytes	Increased	2.19	CCL19,CCL2,CCL20,IL1B,IL8,SELE	6
	cell movement of myeloid cells	Increased	2.11	CCL2,CCL20,CXCL2,IL1A,IL1B,IL6,IL8,SELE	8
	cell movement of phagocytes	Increased	2.09	CCL19,CCL2,CCL20,CXCL2,IL1A,IL1B,IL6,IL8,SELE	9
	chemotaxis of phagocytes	Increased	2.02	CCL19,CCL2,CCL20,CXCL2,IL1B,IL8,SELE	7
	chemotaxis of T lymphocytes	Increased	2.00	CCL19,CCL2,CCL20,IL8	4
	chemoattraction of phagocytes	Increased	1.98	CCL19,CCL2,CCL20,IL8	4
	adhesion of phagocytes	Increased	1.97	IL1A,IL1B,IL8,SELE	4
	activation of myeloid cells	Increased	1.96	CCL2,IL1A,IL1B,IL8	4
	cell movement of PBMCs	Increased	1.96	CCL19,CCL2,CCL20,IL8	4
	cell movement of leukocytes	Increased	1.95	CCL19,CCL2,CCL20,CXCL2,IL18,IL1A,IL1B,IL6,IL8,SELE	10
	cell movement of monocytes	Increased	1.94	CCL2,CCL20,IL1B,IL8,SELE	5
	cell movement of mononuclear leukocytes	Increased	1.91	CCL19,CCL2,CCL20,IL18,IL1B,IL8,SELE	7
	lymphocyte migration	Increased	1.85	CCL19,CCL2,CCL20,IL18,IL8,SELE	6
	chemotaxis of myeloid cells	Increased	1.67	CCL2,CXCL2,IL1B,IL8,SELE	5
	migration of phagocytes	Increased	1.67	CCL19,CCL2,CCL20,IL1B,IL6,IL8,SELE	7
	activation of leukocytes	Increased	1.55	CCL2,CEACAM5,IL1A,IL1B,IL6,IL8	6
Inflammatory Response	inflammatory response	Increased	2.62	CCL19,CCL2,CCL20,CXCL2,IL1A,IL1B,IL6,IL8,SELE	9
	adhesion of endothelial cells	Increased	2.22	CCL2,IL1A,IL1B,IL8,SELE	5
Cell-To-Cell Signaling and Interaction	chemoattraction of cells	Increased	2.21	CCL19,CCL2,CCL20,IL1B,IL8	5
	binding of leukocytes	Increased	2.16	CCL19,CCL2,CCL20,IL8,SELE	5
	adhesion of vascular endothelial cells	Increased	2.00	CCL2,IL1A,IL8,SELE	4
	adhesion of kidney cells	Increased	1.97	CCL2,HBEGF,IL8,KLK6	4
	binding of cells	Increased	1.94	AREG/AREGB,CCL19,CCL2,CCL20,IL1B,IL6,IL8,KRT1,SELE,TNFRSF12A	10
	activation of cells	Increased	1.55	AREG/AREGB,CCL2,CEACAM5,HBEGF,IL1A,IL1B,IL6,IL8	8
Cellular Development	proliferation of tumor cell lines	Increased	2.48	AREG/AREGB,CEACAM6,HBEGF,IL1A,IL1B,IL6,IL8,KRT10,SLURP1,SPINK7	10
	proliferation of smooth muscle cells	Increased	2.41	CCL2,HBEGF,IL1A,IL1B,IL6,IL8	6
	differentiation of leukocytes	Increased	2.16	CCL2,IL1A,IL1B,IL6,IL8,SPINK5	6
	differentiation of mononuclear leukocytes	Increased	1.92	CCL2,IL1B,IL6,IL8,SPINK5	5
	differentiation of blood cells	Increased	1.64	CCL2,IL1A,IL1B,IL6,IL8,SPINK5,TNFRSF12A	7
	differentiation of cells	Increased	1.60	AREG/AREGB,CCL2,HBEGF,IL1A,IL1B,IL6,IL8,MAL,SCEL,SPINK5,TNFRSF12A,UPK1A	12
	cell movement	Increased	2.75	AREG/AREGB,CCL19,CCL2,CCL20,CHI3L1,CLU,CXCL2,FAP,HBEGF,IL18,IL1A,IL1B,IL6,IL8,SELE,TNFRSF12A	16
	chemotaxis of cells	Increased	2.55	CCL19,CCL2,CCL20,CXCL2,HBEGF,IL1B,IL8,SELE	8
Cellular Movement	migration of cells	Increased	2.48	AREG/AREGB,CCL19,CCL2,CCL20,CHI3L1,CXCL2,FAP,HBEGF,IL18,IL1A,IL1B,IL6,IL8,SELE,TNFRSF12A	15
	invasion of cells	Increased	2.36	AREG/AREGB,CCL19,CCL2,CHI3L1,CLU,HBEGF,IER3,IL18,IL8	9
	chemoattraction of cells	Increased	2.21	CCL19,CCL2,CCL20,IL1B,IL8	5
Hematological System Development and Function	quantity of blood cells	Increased	1.67	CCL2,IL1A,IL1B,IL6,IL8	5
	differentiation of blood cells	Increased	1.64	CCL2,IL1A,IL1B,IL6,IL8,SPINK5,TNFRSF12A	7
Skeletal and Muscular System Development and Function	proliferation of smooth muscle cells	Increased	2.41	CCL2,HBEGF,IL1A,IL1B,IL6,IL8	6

* number of molecules

In cervical TZ samples, UPG exposure resulted in up (8 genes)-or down (6 genes)-regulation (≥1.5 fold, p<0.05) of 14 genes compared to no-gel samples. 

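Squamous genes had lower mean levels after UPG than with no gel in the first series of cervical arrays and higher ones in the second. Whether the series differ was not tested. KRT1 had a log2 fold change of -1.04 (standard error 1.08, n = 9 UPG and 12 no gel arrays, exact permutation test, p = 0.356), with -4.46 and 1.52 by series. KRT10, its partner in the filaments of differentiated squamous cells, had -0.97 (standard error 0.90, exact permutation test, p = 0.269), with -3.47 and 0.85. The 29 genes of cornified squamous epithelium had 14 members above 0 and a median of -0.03 (camera adjusted p = 0.938), with -1.99 and 1.60 by series. This median was 0.276 without UPG replicate 4 and -0.225 without no gel replicate 9. The basal squamous genes had a median of -0.10 with 5 of 12 above 0, of 0.15 without UPG replicate 8 and of -0.28 without no gel replicate 10. The columnar genes had a median of 0.13 with 16 of 21 above 0, with 0.84 and -0.56 by series. Their median was -0.04 without no gel replicate 4 and 0.405 without UPG replicate 9. No probe passed the adjusted threshold between UPG and no gel in limma (0 probes, lowest adjusted p = 1) or in the two-way linear model (0). At an unadjusted p under 0.05 with at least 1.5-fold, CCL20 was the 1 probe that differed in limma and in the linear model, and 504 probes had an unadjusted p under 0.05 at any fold. With the participant as a fixed block, 3 probes differed in this way. The count was 3 without no gel replicate 8 or 11, 2 without no gel replicate 1, 4, 6 or 10 or without UPG replicate 2, 4, 5 or 9, and 0 without UPG replicate 7.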

The complete list of differentially expressed genes is presented in S3 Table. 

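CCL20, which draws lymphocytes and dendritic cells, averaged 1.62 ± 0.93 (SD, n = 9) in the cervical arrays after UPG, a log2 fold change of 0.92 (standard error 0.39) against 12 no gel arrays, and it lay above the no gel median in 8 of 9 UPG arrays (exact permutation test, p = 0.0258). By series its log2 fold change was 1.39 and 0.56. IL8, which attracts neutrophils, averaged 1.05 ± 0.91 (SD, n = 9), a log2 fold change of 0.61 (standard error 0.40, exact permutation test, p = 0.0930), with 1.13 and 0.22 by series. CXCL5, also a chemoattractant of neutrophils, averaged 1.94 ± 1.15 (SD, n = 9) after UPG and 1.35 ± 1.38 (SD, n = 12) with no gel, a log2 fold change of 0.59 (standard error 0.62, exact permutation test, p = 0.308), with 1.83 and -0.30 by series. Over all probes each of the 3 genes had an adjusted p of 1 from limma.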

Genes of interest with altered expression that were validated by PCR included several immune modulators such as CCL20 [20], IL8 [24] and CXCL5 [25] (Table 2). 

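Inflammatory and interferon-responsive genes had slightly higher mean levels in the cervix after UPG than with no gel, but no member of these lists passed an adjusted test. With the participant as a fixed block the medians of both lists were smaller and stayed above 0. Of the 29 inflammatory cytokines and chemokines 27 lay above 0, with a median log2 fold change of 0.20 (camera adjusted p = 2.16e-04, and adjusted p = 0.614 with an estimated correlation). The mean of the list per array was 0.84 ± 0.37 (SD, n = 9) after UPG (exact permutation test against the 12 no gel arrays, p = 0.0495, adjusted p = 0.737 over the 31 lists), and its median was 0.29 and 0.05 by series. Of 17 interferon response genes 16 lay above 0, with a median of 0.19 (camera adjusted p = 5.54e-05, and adjusted p = 0.699 with an estimated correlation), with 0.51 and 0.02 by series, and with -0.01 without UPG replicate 3. NK cell genes (13 of 15 above 0, median 0.07, and 0.01 without UPG replicate 3) and macrophage genes (12 of 13 above 0, median 0.06, and 0.12 without no gel replicate 10) were called by camera (adjusted p = 0.00408 and 0.00364), but not with an estimated correlation (adjusted p = 0.699 with an estimated correlation for both). By series the NK cell genes were at 0.187 and -0.005 and the macrophage genes at 0.379 and -0.05. With the participant as a fixed block, by which 3 probes had an unadjusted p under 0.05 with at least 1.5-fold, the medians of the inflammatory, interferon, NK cell and macrophage genes were 0.03, 0.02, -0.005 and 0.20. In the 4 lists 0 members passed over all probes in limma or adjusted over the list alone.
Set directly against UPG, N9 gave lower levels of the cornified genes (median -0.77, camera adjusted p = 2.7e-06, and adjusted p = 0.621 with an estimated correlation) and of the columnar genes (median -0.42, camera adjusted p = 6.56e-04, and adjusted p = 0.621 with an estimated correlation). Against no gel the medians of both lists turned between the series after either gel, as given above. With the participant as a fixed block the columnar median against no gel was 0.117 after N9 and 0.065 after UPG. Interferon response and NK cell genes were lower as well (medians -0.19 and -0.09, camera adjusted p = 6.56e-04 and 0.00113, and adjusted p = 0.621 with an estimated correlation for both), where the levels after UPG depend on UPG replicate 3 as given above. N9 also gave higher levels of the immediate early genes (median 0.41, camera adjusted p = 6.3e-05, and adjusted p = 0.621 with an estimated correlation). The inflammatory list had a median of 0.19 in this comparison (camera adjusted p = 0.0192, and adjusted p = 0.621 with an estimated correlation). Camera also called the molecules of Table 3 (median 0.485), the list of wounded epithelium (0.281), metallothioneins (0.232), neutrophils (0.166) and decidualizing stroma (0.051) as higher after N9. It called T-cell genes (-0.054) as lower. None of these was called with an estimated correlation. Between the gels 0 probes passed the threshold in limma, and 37 had an unadjusted p under 0.05 with at least 1.5-fold, 17 higher and 20 lower after N9. At 1.5-fold without a p, 142 probes differed, 29 higher and 113 lower after N9.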

Pathway analysis did not indicate any significant effects of UPG on cervical TZ.

### Effects of N9 and UPG on protein expression in the endocervical canal

The endocervix is the upper FRT site that is closest to the location of intravaginal gel application (Fig 1). To explore protein expression changes induced by N9 and UPG, we studied levels of cytokines, chemokines and innate immune factors in endocervical fluid extracted onto absorbant wicks (56 samples from 27 participants). The protein levels that we measured were similar to those in endocervical wick samples reported by others for IL6, IL8, IL10 and IL12, but our values were lower for IL1β and higher for IFNγ [26].

**Fig 1:**
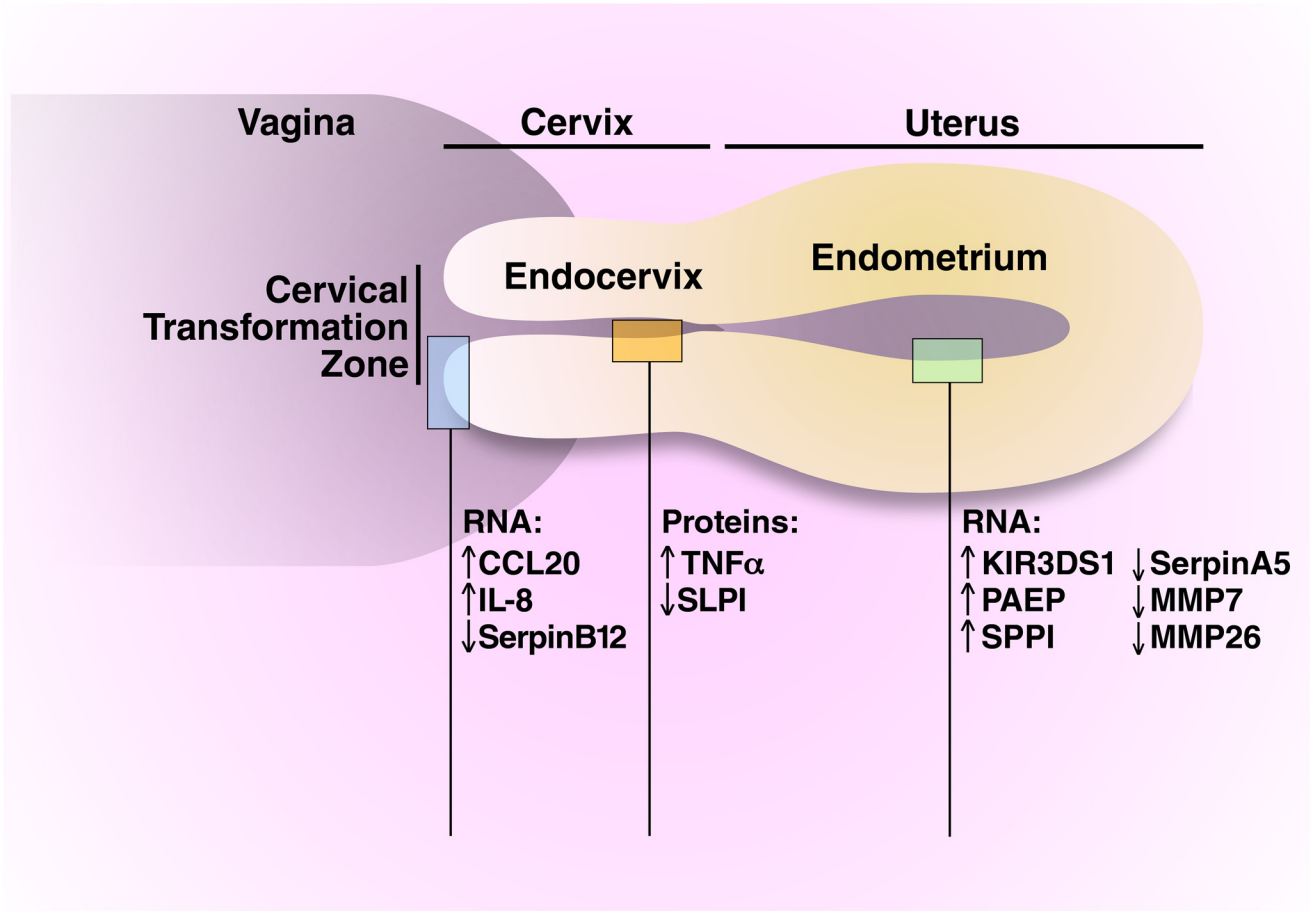
“Harm signal” of N9 and UPG on the upper FRT. This figure shows changes in gene and protein expression and functional pathways in the cervix, endocervix and endometrium that are perturbed by both N9 and UPG. All the changes represented in this figure were statistically significantly altered compared to the no-gel exposure arm with the exception of the protein concentrations of SLPI and TNFα in the UPG arm, in which the differences did not reach statistical significance.

For N9 exposure compared with no-gel, SLPI protein concentration was significantly lower according to both statistical tests (p<0.05), while IL6 was significantly lower according to the parametric (chi-squared) but not the nonparametric (Wilcoxon) method (Table 4). The concentrations of 3 proteins, lactoferrin, MIP1α and IL1β, were significantly higher (p<0.05) according to both statistical tests used (Table 4). TNFα was significantly elevated following N9 exposure according to both statistical tests used when p≤0.10. IL1α levels were significantly higher (p<0.05) in the N9 arm compared to the no-gel arm according to parametric tests (chi-squared) but not nonparametric tests (Wilcoxon). Agreement between the nonparametric and parametric statistical tests was quite high. Discrepant signals between statistical methods arise because the single parametric model accounts for 1 to 3 exposures per person and generates tests of N9:no-gel and UPG:no-gel, while the Wilcoxon method is applied in two subsamples restricted to paired intervention:no-gel data. Discrepant signals also occur because the parametric model analyzes raw values while Wilcoxon analyzes the ranks of the values; and because the sample sizes are small.

**Table 4:** Concentrations of endocervical wick protein levels of cytokines, chemokines and innate immune factors, ordered by ratio of N9 versus no-gel levels. Horizontal gridlines divide the proteins into 3 categories: proteins whose concentrations are significantly down-regulated by N9 versus no-gel (ratio < 1; bold font); protein concentrations not significantly altered by N9 (ratio ≈ 1); and protein concentrations significantly up-regulated by N9 (ratio > 1, bold font).

	No-Gel Protein Concentration	N9 vs. No Gel			UPG vs. No Gel			N9 vs. UPG		
Cytokine/Chemokine/innate immune factor	Mean (95% CI), pg/ml	Mean Fold change (95% CI)	ChiSq^§^ p-value (# outcomes)	WSR^§^ p-value (# pairs)	Mean Fold change (95% CI)	ChiSq^§^ p-value (# outcomes)	WSR^§^ p-value (# pairs)	Mean Fold change (95% CI)	ChiSq^§^ p-value (# outcomes)	WSR^§^ p-value (# pairs)
IL6	**3.93 (2.29, 6.73) x10** ^**3**^	**0.47 (0.24, 0.92)**	**0.030 (38)**	**0.27 (14)**	**0.71 (0.36, 1.43)**	**0.33 (38)**	**0.90 (14)**	**0.66(0.33, 1.30)**	**0.22 (38)**	**0.30 (13)**
SLPI	**51.7 (33.9, 78.9)**	**0.53 (0.30, 0.92)**	**0.026 (25)**	**0.042 (12)**	**0.64 (0.36, 1.14)**	**0.12 (23)**	**0.21 (11)**	**0.82(0.47, 1.45)**	**0.49 (24)**	**0.76 (11)**
MCP1	5.61 (3.45, 9.12) x10^3^	0.84 (0.45, 1.56)	0.57 (38)	0.95 (14)	1.07 (0.57, 2.02)	0.82 (38)	0.63 (14)	0.78 (0.42, 1.46)	0.43 (38)	0.89 (13)
IL10	197 (102, 379)	1.09 (0.58, 2.03)	0.78 (38)	0.57 (14)	1.10 (0.59, 2.06)	0.76 (38)	0.73 (14)	1.06(0.53, 2.11)	0.86 (38)	0.76 (13)
IFNalpha2	233 (163, 332)	1.12 (0.71, 1.76)	0.61 (38)	0.10 (14)	1.13 (0.71, 1.81)	0.59 (38)	0.54 (14)	0.99(0.62, 1.57)	0.96 (38)	0.97 (12)
IL12	78.6 (43.5, 142)	1.21 (0.57, 2.57)	0.60 (38)	0.68 (14)	1.12 (0.52, 2.40)	0.77 (38)	0.54 (14)	1.00(0.40, 2.48)	1.00 (38)	0.91 (13)
IL8	70.2 (47.6, 104) x10^3^	1.27 (0.81, 2.01)	0.29 (38)	0.19 (14)	0.78 (0.49, 1.25)	0.30 (38)	0.36 (14)	1.62(1.02, 2.58)	0.040 (38)	0.24 (13)
MIP1beta	1.10 (0.64, 1.91) x10^3^	1.30 (0.68, 2.47)	0.42 (38)	0.10 (14)	1.30 (0.68, 2.47)	0.42 (38)	0.95 (14)	0.99(0.52, 1.90)	0.98 (38)	0.95 (13)
IFNgamma	47.9 (33.7, 68.0)	1.39 (0.91, 2.12)	0.12 (38)	0.024 (14)	1.30 (0.84, 2.01)	0.23 (38)	0.39 (14)	1.07(0.69, 1.65)	0.75	0.62 (12)
Human neutrophil peptides 1–3	7.16 (3.56, 14.4)	1.46 (0.76, 2.81)	0.24 (25)	0.30 (12)	1.22 (0.62, 2.41)	0.55 (23)	0.46 (11)	1.20 (061, 2.35)	0.58 (38)	0.52 (11)
RANTES	1.51 (0.73, 3.10) x10^3^	1.47 (0.62, 3.48)	0.37 (38)	0.50 (14)	0.87 (0.36, 2.08)	0.74 (38)	0.50 (14)	1.70(0.71, 4.05)	0.22 (38)	0.41 (13)
Lactoferrin	**585 (372, 920)**	**1.81 (1.07, 3.06)**	**0.030 (25)**	**0.052 (12)**	**1.22 (0.70, 2.11)**	**0.47 (23)**	**0.64 (11)**	**1.48 (0.86, 2.55)**	**0.14 (24)**	**0.41 (11)**
TNFalpha	**85.8 (47.4, 155)**	**1.95 (0.88, 4.34)**	**0.10 (38)**	**0.017 (14)**	**1.55 (0.68, 3.51)**	**0.29 (38)**	**0.22 (14)**	**1.26(0.57, 2.81)**	**0.56 (38)**	**0.74 (13)**
MIP1alpha	**784 (482, 1277)**	**2.00 (1.14, 3.53)**	**0.018 (38)**	**0.017 (14)**	**1.16 (0.65, 2.06)**	**0.60 (38)**	**0.67 (14)**	**1.73(0.97, 3.06)**	**0.061 (38)**	**0.34 (13)**
IL1alpha	**9.03 (5.02, 1.62) x10** ^**3**^	**2.91 (1.29, 6.53)**	**0.011 (38)**	**0.17 (14)**	**0.67 (0.29, 1.54)**	**0.34 (38)**	**0.95 (14)**	**4.32 (1.92, 9.71)**	**0.0006 (38)**	**0.24 (13)**
IL1beta	**1.06 (0.50, 2.25) x10** ^**3**^	**3.65 (1.34, 9.90)**	**0.012 (38)**	**0.017 (14)**	**1.07 (0.39, 2.99)**	**0.89 (38)**	**0.22 (14)**	**3.39 (1.24, 9.25)**	**0.018**	**0.34 (13)**

*56* Samples analyzed: N9, *n* = 20; UPG, *n* = 18; No gel, *n* = 18

^**§**^ ChiSquare (ChiSq) method includes subjects with outcomes following one or both exposures; Wilcoxon signed-rank (WSR) method includes subjects with outcomes following both exposures

For UPG exposures compared with no-gel, SLPI and IL6 concentrations were both decreased in the UPG arm, but the effects were not statistically significant. TNFα, which was significantly elevated in the N9 compared to the no-gel arm, was also higher in the UPG arm but did not reach statistical significance. Generally, outcomes did not differ between the N9 and UPG arms with the exception of IL8, IL1α and IL1β, which were significantly higher in the N9 arm (Table 4).

Finally, direct comparisons of N9 vs. UPG indicate that the effects of N9 on protein concentrations would be judged differently in 5 of 16 cases, if UPG were used as a control instead of no-gel. Of the 7 statistically significant N9:no-gel effects, the N9:UPG effect was nonsignificant in 4 cases, including SLPI and TNFα (UPG control would produce a false negative result). Of 9 N9:no-gel effects that were not statistically significant, the N9:UPG effect was significant in one case (UPG control would produce a false positive).

### Effects of N9 and UPG on phenotypic properties of T-cells from the endocervix

To examine the effects of the experimental conditions on the phenotypes of T-cells in the endocervix, fresh T-cells were isolated from endocervical curettage samples and analyzed by multiparameter flow cytometry (48 samples from 25 participants). T-cells expressing chemokine receptors CCR5 and CXCR4 and activation markers CD38 and HLA-DR were measured [27]. Memory T cell subsets were classified based on the expression of CCR7 and CD45RA as naïve (CCR7+CD45RA+), central memory (CCR7+CD45RA-), effector memory (CCR7-CD45RA-) and terminally differentiated effector memory (CCR7-CD45RA+) [27–29].

Relative to frequencies of CD4+ T-cell phenotypes in women in the no-gel arm, no statistically significant changes were observed following N9 or UPG exposure (S4 Table). However, the frequency of CD4+/X4+R5- cells was reduced in UPG-exposed compared to no-gel samples and approached statistical significance (fold-change: 0.59, 95% CI 0.33–1.07 p = 0.081).

For endocervical CD8+ T cells, the frequencies of CD8+ central memory (CCR7+CD45RA-) cells were significantly reduced by UPG exposure (fold-change: 0.52, 95% CI 0.29–0.96, p = 0.038; S5 Table). The frequencies of CD8+/CCR7-/CD45RA- (effector memory) cells and CD8+/X4+R5- cells were reduced in N9-exposed compared to no-gel samples and approached statistical significance (difference: -7.27 (-15.6, 1.01); p = 0.084 and fold-change: 0.66, 95% CI 0.41–1.06 p = 0.09, respectively).

### Effects of N9 and UPG on the transcriptome of the endometrium

The uterus is the organ furthest from the site of gel application (Fig 1). 

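Endometrial biopsies of the same study were measured on the same type of array, and the authors processed them together with the cervical arrays, in the same way. Secretory endometrium changes from day to day under progesterone, and these biopsies span the same days after the luteinizing hormone surge as the cervical ones. The values analysed here come from 25 endometrial arrays of 17 participants, with 8 no gel, 9 N9 and 8 UPG arrays. Of the participants, 12 gave 1 array, 2 gave 2 and 3 gave 3, and 3 participants of the N9 arm and 4 of the UPG arm also gave a no gel array. The first series holds 4 no gel, 5 N9 and 2 UPG arrays and the second 4, 4 and 6. The first biopsy of a participant makes up 3 of the no gel, 6 of the N9 and 5 of the UPG arrays. The median of an array lay between -0.00966 and 0.0143 among the no gel arrays, between -0.00852 and 0.00982 among the N9 arrays and between -0.00459 and 0.00451 among the UPG arrays. Between the 2 series, with the arms as a term, 0 endometrial probes passed the thresholds in limma, and 41 had an unadjusted p under 0.05 with at least 1.5-fold. In 15 of 15 cases in which a participant and visit gave arrays of both tissues, both carry the same study arm, and 58 of 58 arrays lay closest to the mean of their labelled tissue. The thresholds and tests were those used for the cervix, and permutation tests are exact here because each arm holds fewer than 10 arrays.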

We used transcriptional profiling as a sensitive method to detect effects of intravaginal products on the endometrium. 

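After N9, the collagen genes COL3A1 and COL1A1, members of a list of fibroblast genes, had lower mean levels in the endometrium than with no gel. No probe passed the adjusted threshold, and collagens were not tested as a list. COL3A1 had a log2 fold change of -0.44 (standard error 0.11, n = 9 N9 and 8 no gel arrays) and lay below the no gel median in 9 of 9 N9 arrays (exact permutation test, p = 0.00214). COL1A1 had -0.55 (standard error 0.18, exact permutation test, p = 0.0140). These 2 were lower, and 0 higher, among 10 fibroblast genes when adjusted over the list alone (adjusted p = 0.00378 and 0.0242), and none passed over all probes (adjusted p = 0.412 and 0.611 from limma). The fibroblast list had 2 members above 0 and a median of -0.43 (camera adjusted p = 1.13e-04, and adjusted p = 0.762 with an estimated correlation). Its mean per array was 0.08 ± 0.29 (SD, n = 9) after N9 and 0.41 ± 0.27 (SD, n = 8) with no gel (exact permutation test, p = 0.0304, adjusted p = 0.471 over the 31 lists).
SNORA14A, a small nucleolar RNA that guides the modification of other RNAs, had a log2 fold change of 1.55 (standard error 0.42) and lay above the no gel median in 9 of 9 N9 arrays (exact permutation test, p = 0.00634, adjusted p = 0.514 from limma). TSPAN8, a tetraspanin of epithelial membranes, had 1.37 (standard error 0.48, exact permutation test, p = 0.0136), and FGF7 (keratinocyte growth factor) had 0.89 (standard error 0.34, exact permutation test, p = 0.0266). CFTR, an epithelial chloride channel, had -0.75 (standard error 0.26, exact permutation test, p = 0.0192), and ECM1, a protein of the extracellular matrix, had -0.81 (standard error 0.31, exact permutation test, p = 0.0325).
By limma, 0 probes passed the threshold (lowest adjusted p = 0.312), and 0 in the two-way linear model of arm and tissue. At an unadjusted p under 0.05 with at least 1.5-fold, 80 probes differed in limma, 68 higher and 12 lower, and 96 in the linear model. This count was 29 with the participant as a fixed block, where the median of the fibroblast list was -0.07, and 158 without N9 replicate 4. At any fold, 1917 probes had an unadjusted p under 0.05.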

N9 exposure resulted in up (63 genes)-or down (30 genes)-regulation (≥1.5 fold, p<0.05) of 93 genes compared to no-gel samples (27 samples from 17 participants). The complete list of differentially expressed genes is presented in S6 Table. A partial list of genes with altered expression that were validated by PCR is presented in Table 2. N9 exposure was associated with up-regulation of several genes regulating immune function such as a member of the killer cell immunoglobulin-like receptor (KIR) gene family [30], glycodelin-A (PAEP) which induces IL6 secretion [31], and potent mediators of inflammation such as osteopontin (SPP1) [32] and phospholipase A2 group 2A (PLA2G2A) [33]. 

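Probes for KIR receptors, by which NK cells read HLA class I molecules, had higher mean levels in the endometrium after N9 than with no gel, as did PAEP, SPP1 and PLA2G2A in the second series. The mean of 17 probes annotated to several KIR genes was 0.87 ± 0.74 (SD, n = 9) after N9 and 0.32 ± 0.30 (SD, n = 8) with no gel, a difference of 0.55 (exact permutation test, p = 0.0571). Of these probes 16 lay above 0, 8 had an unadjusted p under 0.05, and the lowest adjusted p from limma was 0.714. Such a probe does not tell which KIR gene was measured. PAEP (glycodelin) averaged 3.49 ± 1.84 (SD, n = 9) after N9 and 2.53 ± 2.25 (SD, n = 8) with no gel, a log2 fold change of 0.97 (standard error 0.83, exact permutation test, p = 0.336), with -0.86 and 3.01 by series. SPP1 (osteopontin) averaged 1.79 ± 0.93 (SD, n = 9) and 1.07 ± 1.35 (SD, n = 8), a log2 fold change of 0.72 (standard error 0.46, exact permutation test, p = 0.223), with 0.32 and 1.18 by series. PLA2G2A, a secreted phospholipase, had 1.04 (standard error 0.69, exact permutation test, p = 0.154), with -0.27 and 2.55 by series. SPP1 lay above the no gel median in 8 of 9 N9 arrays, PAEP in 7 and PLA2G2A in 6. Over all probes the adjusted p from limma was 0.884 for PAEP, 0.834 for SPP1 and 0.836 for PLA2G2A.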

Pathway analysis did not reveal any significant effects of N9 on the endometrium.

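Markers of NK cells and genes that rise into the mid-secretory phase had higher mean levels after N9 than with no gel, but no member passed an adjusted test. The medians of both lists lay above 0 in the second series of arrays and below 0 in the first. Whether the series differ was not tested. Of 15 NK cell genes 14 lay above 0, with a median log2 fold change of 0.49 (camera adjusted p = 1.31e-05, and adjusted p = 0.762 with an estimated correlation), with -0.15 and 1.25 by series and 0.24 without N9 replicate 9. XCL1, a chemokine that NK cells release, had a log2 fold change of 0.78 (standard error 0.25, n = 9 and 8, exact permutation test, p = 0.0140), and KLRC1, an inhibitory receptor of NK cells, had 0.75 (standard error 0.32, exact permutation test, p = 0.0416). The mean of the NK list per array was 0.82 ± 0.74 (SD, n = 9) after N9 and 0.36 ± 0.39 (SD, n = 8) with no gel (exact permutation test, p = 0.129). Of 40 genes that rise from the early to the mid-secretory phase 39 lay above 0, with a median of 0.38 (camera adjusted p = 1.31e-05, and adjusted p = 0.902 with an estimated correlation), with -0.14 and 0.88 by series and 0.21 without no gel replicate 1. Of 21 genes that fall over these days 2 lay above 0, with a median of -0.32 (camera adjusted p = 4.6e-04, and adjusted p = 0.762 with an estimated correlation), with -0.12 and -0.45 by series and -0.145 without no gel replicate 1. In these 3 lists 0 members passed over all probes in limma or adjusted over the list alone. Markers of T cells (median -0.04), of B cells and plasma cells (median -0.05) and of neutrophils (median 0.02) were not called by camera. Neither were the 13 macrophage genes, 11 of them above 0, with a median of 0.16 (camera adjusted p = 0.386). Their median was -0.29 and 0.72 by series and 0.008 without N9 replicate 9.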

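Genes of the secretory endometrium had higher mean levels after UPG than with no gel, by more than 2-fold for several, although no probe passed the adjusted threshold. DPP4, a cell-surface peptidase of secretory epithelium, had a log2 fold change of 2.38 (standard error 0.78, n = 8 UPG and 8 no gel arrays, exact permutation test, p = 0.00591). PLA2G2A had 2.35 (standard error 0.71, exact permutation test, p = 0.00606), GPX3, a secreted glutathione peroxidase, had 2.43 (standard error 0.92, exact permutation test, p = 0.0174), and GAST (gastrin) had 2.52 (standard error 0.80, exact permutation test, p = 0.00979). CXCL14, a chemokine of decidualizing endometrium, had 1.99 (standard error 0.66, exact permutation test, p = 0.0210), and CP (ceruloplasmin), a copper-binding ferroxidase, had 1.74 (standard error 0.60, exact permutation test, p = 0.00808). Each of DPP4, PLA2G2A, GPX3, GAST and CXCL14 lay above the no gel median in 7 of 8 UPG arrays, and CP in 8 of 8. PKHD1L1 had a log2 fold change of -2.40 (standard error 0.92, exact permutation test, p = 0.0145), SLC7A1, a transporter of cationic amino acids, had -1.56 (standard error 0.52, exact permutation test, p = 0.00886), and ALPL, an alkaline phosphatase, had -1.52 (standard error 0.48, exact permutation test, p = 0.00482). These 3 genes lay below the no gel median in 8 of 8 UPG arrays.
By limma, 0 probes passed the threshold (lowest adjusted p = 0.574), while the two-way linear model of arm and tissue gave 19, 15 higher and 4 lower. At an unadjusted p under 0.05 with at least 1.5-fold, 354 probes differed in limma, 214 higher and 140 lower, and 418 in the linear model. This count was 86 with the participant as a fixed block, 552 with the visit (first or later) as a covariate and 554 without no gel replicate 3. At any fold, 2156 probes had an unadjusted p under 0.05.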

UPG exposure resulted in up (211 genes)-or down (186 genes)-regulation (≥1.5 fold, p<0.05) of 397 genes in the endometrium compared to no-gel samples. This group had the largest number of gene expression changes found in our study. 

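Genes that rise from the early to the mid-secretory phase and markers of NK cells had higher mean levels after UPG than with no gel, and genes that fall over the same days had lower ones. The 40 rising genes had 40 members above 0 and a median log2 fold change of 0.96, and 22 of them were higher and 0 lower when adjusted over the list alone, with 0 over all probes. Their mean per array was 1.02 ± 0.35 (SD, n = 8) after UPG and -0.07 ± 0.92 (SD, n = 8) with no gel, above the no gel median in 8 of 8 UPG arrays (exact permutation test, p = 0.00699, adjusted p = 0.0542 over the 31 lists), with differences of 1.13 and 1.17 by series. The camera test called the list (adjusted p = 3.51e-24), but not with an estimated correlation (adjusted p = 0.191 with an estimated correlation). Of the 21 falling genes 1 lay above 0, and the median was -0.65 (camera adjusted p = 8.37e-08, and adjusted p = 0.191 with an estimated correlation). GREB1, which responds to estrogen, had a log2 fold change of -0.98 (standard error 0.28, exact permutation test with n = 8 and 8, p = 0.00109) and was the only one of the 21 to pass when adjusted over the list alone. Without the genes of the paper's S7 Table, 20 rising genes were left, 20 of them above 0, with a median of 0.71. Of these, 6 were higher when adjusted over the list alone. Of the falling genes 10 were left, 1 of them above 0, with a median of -0.18. The study chose that table on these samples, so the direction of the full lists is in part built in.
Of the 15 NK cell genes 14 lay above 0, with a median of 0.61, and 11 were higher when adjusted over the list alone, with 0 over all probes. The median of the NK cell genes was 0.27 and 0.86 by series. CTSW, a protease of cytotoxic lymphocytes, had 1.33 (standard error 0.48, exact permutation test, p = 0.00497), NKG7, a protein of cytotoxic granules, had 1.08 (standard error 0.39, exact permutation test, p = 0.00404), and KLRC1 had 1.00 (standard error 0.33, exact permutation test, p = 0.00187). The mean of this list per array was 1.07 ± 0.40 (SD, n = 8) after UPG and exceeded the no gel median in 8 of 8 arrays (exact permutation test, p = 0.00342, adjusted p = 0.0530 over the 31 lists), and camera called it only with the preset correlation (adjusted p = 9.5e-10, and adjusted p = 0.191 with an estimated correlation).

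**Figure D2:**
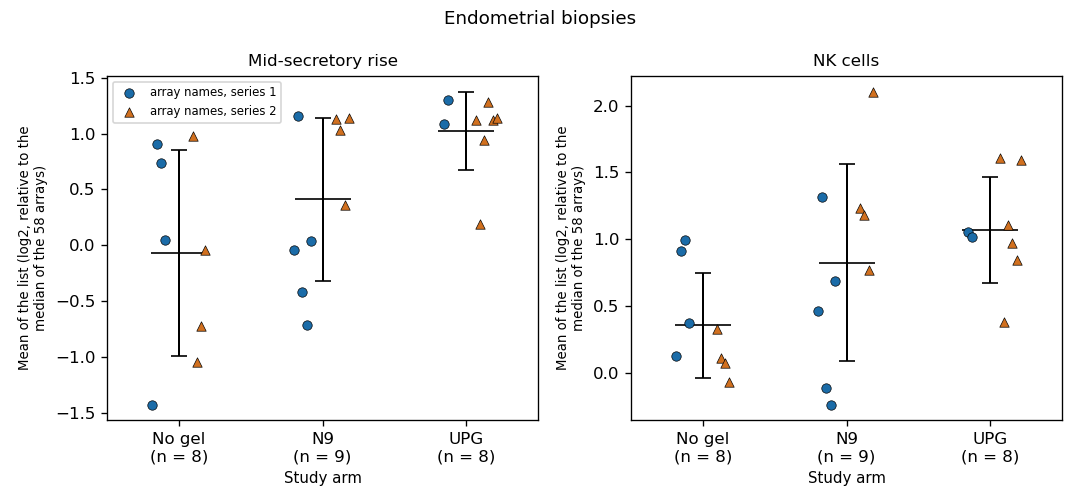
Mean of a gene list in each endometrial array (vertical axis, log2 relative to the median of the 58 arrays) by study arm, for genes that rise from the early to the mid-secretory phase (left) and for markers of NK cells (right), where each point is 1 array (circles for the first series, triangles for the second), the long horizontal line is the mean of the arm and the bars are 1 SD. On the left the UPG arrays lie between 0.19 and 1.30 and the no gel arrays between -1.43 and 0.98, and on the right the UPG arrays lie between 0.38 and 1.61 and the no gel arrays between -0.07 and 0.99.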

The complete list of differentially expressed genes is presented in S7 Table. A partial list of genes with altered expression that were validated by PCR is presented in Table 2. 

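PAEP (glycodelin), a secretory protein of the luteal phase, averaged 4.55 ± 0.93 (SD, n = 8) in the endometrium after UPG, a log2 fold change of 2.02 (standard error 0.86) against 8 no gel arrays (exact permutation test, p = 0.0288, adjusted p = 0.622 from limma), with 1.39 and 2.87 by series. SPP1 (osteopontin), an adhesive glycoprotein of the receptive endometrium, averaged 2.44 ± 0.44 (SD, n = 8), a log2 fold change of 1.37 (standard error 0.47), and lay above the no gel median in 8 of 8 UPG arrays (exact permutation test, p = 0.00730, adjusted p = 0.593 from limma). C3, the central component of complement, had a log2 fold change of 1.15 (standard error 0.71, exact permutation test, p = 0.145, adjusted p = 0.770 from limma), with -0.24 and 2.39 by series. CXCL13, which attracts B cells, had 0.76 (standard error 0.48, exact permutation test, p = 0.134), and CCL21, a ligand of CCR7, had 0.65 (standard error 0.40, exact permutation test, p = 0.164) and lay above the no gel median in 4 of 8 UPG arrays. The 17 probes annotated to several KIR genes averaged 0.97 ± 0.51 (SD, n = 8) after UPG, a difference of 0.65 from no gel (exact permutation test, p = 0.0126). Of these probes 15 lay above 0, 13 had an unadjusted p under 0.05, and the lowest adjusted p from limma was 0.613.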

Several of the genes that demonstrated altered transcription were immune modulators such as complement component 3 (CC3) [34], glycodelin-A (PAEP) [31], osteopontin (SPP1) [32], CXCL13 [35], CCL21 [36], and a member of the KIR gene family [30]. Pathways associated with cell-to-cell signaling, cell death and survival, and cellular movement were altered and approached statistical significance (Z scores 1.5–2.0) in Ingenuity Pathway Analysis (Table 5). 

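Molecules by which immune cells adhere had higher mean levels in the endometrium after UPG than with no gel, as did most of those the study set under chemotaxis. The 9 molecules that Table 5 sets under adhesion of immune cells had 8 members above 0 and a median log2 fold change of 0.65. IL6ST (gp130), the shared receptor chain of the interleukin 6 family, had 1.05 (standard error 0.35, n = 8 and 8, exact permutation test, p = 0.00466). SERPING1, which inhibits the C1 complement proteases, had 1.11 (standard error 0.40, exact permutation test, p = 0.0132), and FN1 (fibronectin) had -0.63 (standard error 0.22, exact permutation test, p = 0.00218). When adjusted over the list alone 3 of these 9 molecules were higher and 1, FN1, lower, with 0 over all probes. Per array this list averaged 0.92 ± 0.24 (SD, n = 8) after UPG and 0.24 ± 0.50 (SD, n = 8) with no gel (exact permutation test, p = 0.00528, adjusted p = 0.0542 over the 31 lists). The 10 molecules set under chemotaxis of leukocytes had 8 members above 0 and a median of 0.69, with 2 higher when adjusted over the list alone and 0 over all probes. Among them, EDNRB, an endothelin receptor, had 1.45 (standard error 0.45, exact permutation test, p = 0.00575), and IL15, on which NK cells depend, had 0.73 (standard error 0.32, exact permutation test, p = 0.0617). The study chose both lists on these samples, so they are not independent evidence of their direction. Both were called by camera (adjusted p = 1.65e-04 and 0.00246), and neither was with an estimated correlation (adjusted p = 0.191 with an estimated correlation for both).
Of 13 macrophage genes 12 lay above 0, with a median of 0.33 (camera adjusted p = 3.28e-04, and adjusted p = 0.559 with an estimated correlation, exact permutation test of the list means with n = 8 and 8, p = 0.0451, adjusted p = 0.175 over the 31 lists). The median of these macrophage genes was 0.07 and 0.55 by series. T-cell genes had a median of 0.02 with 8 of 15 above 0 (camera adjusted p = 0.989), and B-cell and plasma cell genes a median of -0.05 with 2 of 11 above 0 (camera adjusted p = 0.0796). Neutrophil genes had a median of 0.03 with 5 of 9 above 0, and the inflammatory cytokines and chemokines a median of -0.01 with 13 of 29 above 0 (camera adjusted p = 0.989). In these 5 lists 0 members passed over all probes in limma or adjusted over the list alone.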

Many of the functions that were altered predicted increased adhesion and chemotaxis of potential HIV target cells including lymphocytes and monocytes.

**Table 5:** Top biofunctions affected by differential gene expression in endometrium biopsy samples from women using UPG compared to no gel. Biofunction analysis conducted through Ingenuity Pathway Analysis (IPA), Z scores ≥1.5. Pathways present in more than 1 category are represented only once.

Category	Disease or Functions	Predicted Activity	Z-score	Molecules	#*
Cardiovascular System Development and Function	development of blood vessel	Increased	1.59	ADAMTS8,AIMP1,ANGPTL1,C3,COL1A2,CXCR4,DKK1,EDNRB,FN1,HEY1,IGF2,IGHG1,MET,PROCR,PTGS2,RAMP2,SAA1,SLC8A1,TIMP3,TRPC4,XDH	21
Cell-To-Cell Signaling and Interaction	adhesion of lymphocytes	Increased	1.97	CCL21,FN1,IL6ST,SPP1,TLR4	5
	adhesion of mononuclear leukocytes	Increased	1.78	CCL21,FN1,IL15,IL6ST,SPP1,TLR4	6
	adhesion of blood cells	Increased	1.73	C3,CCL21,CXCR4,FGA,FN1,GZMB,IGHM,IL15,IL6ST,SAA1,SERPING1,SPP1,TLR4	13
	adhesion of immune cells	Increased	1.74	CCL21,CXCR4,FGA,FN1,IL15,IL6ST,SERPING1,SPP1,TLR4	9
Cell Death and Survival	apoptosis of synovial cells	Increased	1.96	CLU,FN1,SAA1,TIMP3	4
	cell viability of leukocytes	Increased	1.71	CLU,CXCR4,FN1,IL15,IL2RB,TLR4	6
	cell death of connective tissue cells	Increased	1.63	CLU,COMP,ESR1,FN1,GSN,MAP3K5,SAA1,TIMP3,XDH	9
Cellular Movement	chemotaxis of leukocytes	Increased	1.73	C3,CCL21,CXCL13,CXCR4,EDN3,EDNRB,IL15,SAA1,SPP1,TLR4	10
Organismal Development	vasculogenesis	Increased	1.59	ADAMTS8,AIMP1,ANGPTL1,C3,CXCR4,DKK1,EDNRB,FN1,HEY1,IGF2,IGHG1,MET,PROCR,PTGS2,RAMP2,SAA1,SLC8A1,TIMP3,TRPC4,XDH	20

* number of molecules

### Effects of N9 and UPG on phenotypic properties of T-cells from the endometrium

To examine the effects of the experimental conditions on the phenotypes of T-cells in the uterus, fresh T-cells were isolated from endometrial biopsies and analyzed by multiparameter flow cytometry (36 samples from 19 participants). Relative to frequencies of CD4+ and CD8+ T-cell phenotypes in women in the no-gel arm, no statistically significant elevations or suppressions of the frequencies were observed in the endometrium following N9 and UPG exposure (S4 and S5 Tables). The frequency of CD4+ central memory (CCR7+CD45RA-) cells was increased in the arm exposed to UPG compared to no-gel (S4 Table) and approached statistical significance (1.59 95% CI 0.96–2.64, p<0.10). The frequency of CD8+ central memory (CCR7+CD45RA-) cells was decreased in the arm exposed to UPG compared to no-gel (S5 Table), similar to what was observed in the endocervix, and approached statistical significance (0.54 95% CI 0.26–1.11, p<0.10).

Comparing the frequencies of cell phenotypes in endocervical curettage tissue to endometrial biopsies, many significant differences were observed (S4 and S5 Tables). For both CD4+ and CD8+ T cells, effector memory and R5+ phenotypes were significantly enriched in endometrium compared to endocervix, consistent with previously reported results from a subset of this sample [37].

### A common “harm signal” of N9 and UPG effects (Fig 1)

Effects on the cervix and upper FRT that are common to both N9 and UPG might be helpful in defining a “harm signature” that can be used in safety studies of new microbicides. 

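With both gels averaged and set against no gel, inflammatory genes of the cervix had higher mean levels. The 29 inflammatory cytokines and chemokines had a median log2 fold change of 0.34 (camera adjusted p = 1.7e-09, and adjusted p = 0.0640 with an estimated correlation). The 9 molecules of the paper's Table 3, chosen by the study on these samples, had a median of 0.60 (camera adjusted p = 4.77e-10, and adjusted p = 0.0182 with an estimated correlation). No probe passed the threshold for both gels averaged (0 in limma), and 15 had an unadjusted p under 0.05 with at least 1.5-fold, 10 higher and 5 lower. At 1.5-fold without a p the balance was the opposite, with 30 probes, 13 higher and 17 lower.
Across probes, which are not independent replicates, the log2 fold changes of N9 and UPG against the same 12 no gel arrays correlated at 0.333, and 64.6% had the same sign. Simulated arms without any effect against shared controls gave a mean correlation of 0.430 (95% of draws between -0.126 and 0.843) and 64.9% with the same sign when arrays were shuffled without regard to the participants, and 0.318 (-0.300 to 0.768) and 63.5% when the participants shared by the arms were kept. The covariance was 0.00284, and it differed from the simulated ones by -0.00403 and -0.000837. With the no gel arrays split in groups of 6, 1 group for each gel, the correlation was -0.243 (range -0.688 to 0.161 over the splits). Of the 34 probes higher after N9 and the 1 higher after UPG at an unadjusted p under 0.05 with at least 1.5-fold, 1, CCL20, was shared. Independent lists would share 0.00118, and simulated arms without an effect shared 7.87 on average, or 0.95 with the participants kept.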

At the cervical TZ, both N9 and UPG resulted in a common transcriptome “harm signal” with up-regulation of CCL20 and IL8 (Fig 1). These genes are up-regulated as an early event after infection in a simian model of HIV infection, resulting in recruitment of target T-cells and amplification of infection [38]. Both N9 and UPG resulted in down-regulated RNA expression of SERPINB12; other family members of the SERPIN family are important in protection against HIV infection [39].

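SERPINB12, an intracellular serine protease inhibitor of epithelia, had a lower mean level in the cervix after both gels than with no gel. After N9 it averaged 0.33 ± 0.56 (SD, n = 12), and with no gel 1.65 ± 1.37 (SD, n = 12), a log2 fold change of -1.31 (standard error 0.44, permutation test, p = 0.00620, adjusted p = 0.9998 from limma), with -2.44 and -0.51 by series. It lay below the no gel median in 11 of 12 N9 arrays. After UPG the log2 fold change was -0.73 (standard error 0.47, n = 9 and 12, exact permutation test, p = 0.215, adjusted p = 1 from limma), with -2.40 and 0.49 by series. The 33 measured genes of the serpin family had a median of -0.03 after N9, with 11 above 0 (camera adjusted p = 0.124), and of 0.00 after UPG, with 21 above 0.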

In the endocervix, both N9 and UPG resulted in decreased protein levels in endocervix of SLPI, which protects against HIV infection [40], and with increased levels of inflammatory agents TNFα, although the differences were not statistically significant for UPG.

In the endometrium, both N9 and UPG resulted in a common transcriptomic “harm signal” with up-regulation of KIR3DS1, glycodelin-A (PAEP) and osteopontin (SPP1), and down-regulation of SERPINA5, MMP7 and MMP26. 

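SERPINA5 (protein C inhibitor) and the matrix metallopeptidases MMP7 and MMP26 had lower mean levels in the endometrium after both gels than with no gel. SERPINA5 had a log2 fold change of -1.04 after N9 (standard error 0.67, n = 9 and 8, exact permutation test, p = 0.174), with 0.20 and -2.50 by series. After UPG it averaged 1.36 ± 1.22 (SD, n = 8), and with no gel 3.07 ± 1.10 (SD, n = 8), a log2 fold change of -1.71 (standard error 0.69, exact permutation test, p = 0.0134). MMP7 had -1.08 after N9 (standard error 0.43, exact permutation test, p = 0.0538) and -0.76 after UPG (standard error 0.45, exact permutation test, p = 0.197), below the no gel median in 9 of 9 and 8 of 8 arrays. By series, MMP7 was at -2.53 and 0.44 after N9 and at -2.36 and 0.54 after UPG. MMP26 had -0.78 after N9 (standard error 1.12, exact permutation test, p = 0.545), with 1.85 and -3.71 by series, and -2.27 after UPG (standard error 1.16, exact permutation test, p = 0.0542). Over all probes the adjusted p from limma was 0.834 and 0.618 for SERPINA5 after N9 and UPG, and 0.682 for MMP7 after N9. With both gels averaged, the genes that rise into the mid-secretory phase had a median log2 fold change of 0.64 (camera adjusted p = 1.03e-16, and adjusted p = 0.356 with an estimated correlation) and the NK cell genes 0.57 (camera adjusted p = 3.26e-09, and adjusted p = 0.356 with an estimated correlation).
Across probes, which are not independent replicates, the endometrial log2 fold changes of N9 and UPG against the same 8 no gel arrays correlated at 0.631, and 69.8% had the same sign. Simulated arms without any effect against shared controls gave a mean correlation of 0.481 (95% of draws between -0.0108 and 0.806) and 66.3% with the same sign, or 0.502 (0.0662 to 0.818) and 67.8% when the participants shared by the arms were kept. The covariance was 0.0147, and it differed from the simulated ones by 0.00698 and 0.00682. With the no gel arrays split in groups of 4, 1 group for each gel, the correlation was 0.166 (range -0.349 to 0.553 over the splits). At an unadjusted p under 0.05 with at least 1.5-fold, 68 probes were higher after N9 and 214 after UPG, and 22 were shared. Independent lists would share 0.504, and simulated arms without an effect shared 3.40 on average and 56 at most, or 7.25 and 290 with the participants kept. Of the probes lower after N9 (12) and UPG (140), 7 were shared, against 0.0582 for independent lists and 3.26 and 6.03 in the 2 simulations. The paper holds that effects common to both gels, on genes and also on proteins not analysed here, might help to define a harm signature for safety studies of microbicides.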

Glycodelin-A and osteopontin can function as cytokine and immune cell modulators, as discussed above. The decreased expression of SERPINA5 suggests possible compromised protection against HIV infection afforded by other SERPIN family members through inhibition of HIV proteases [39]. 

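Most of the serpin family showed little difference between the arms in the endometrium. The 33 measured serpin genes had a median log2 fold change of 0.003 after N9, with 17 above 0, and of 0.004 after UPG, with 19 above 0 (camera adjusted p = 0.989). The mean of the family per array was lower by 0.05 after both gels, a sign opposite to that of the medians (exact permutation tests with n = 9 and 8 and with n = 8 and 8, p = 0.254 and 0.129). SERPINB9, which inhibits granzyme B in lymphocytes, had a log2 fold change of -0.99 after UPG (standard error 0.58, n = 8 and 8, exact permutation test, p = 0.0898) and lay below the no gel median in 8 of 8 UPG arrays. Of the 33 genes 0 passed over all probes in limma or adjusted over the list alone after either gel.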

Ingenuity Pathway Analysis indicated that N9 (in the cervical TZ) and UPG (in the uterus) altered pathways that function to increase adhesion and chemotaxis of potential HIV target cells.

## Discussion

This study was designed to explore the *in vivo* effects of the intravaginal products N9 and UPG on the upper FRT. We observed that both N9 and UPG produced significant inflammatory effects after intravaginal administration *in vivo*, as measured by several experimental parameters. The presence of inflammation in either the FRT or in semen is thought to increase the risk of heterosexual HIV transmission [41]. Thus, unmeasured inflammatory effects of intravaginal products on the upper FRT may have blunted the potentially beneficial effects of various products in clinical trials of HIV prevention.

One goal of our study was designed to determine whether the harmful effects of N9 noted in the lower FRT were also observed in the upper FRT. We found that N9 impacted all of the experimental parameters measured. Exposure to N9 resulted in resulted in up-regulation of both RNA (cervical TZ) and protein (endocervix) for IL1α and IL1β. Similar increases of IL1α and IL1β by N9 have been reported in cervicovaginal lavage (CVL) samples from women after N9 use [42]. The same group also reported increased levels of IL8 in CVL fluids, consistent with our finding that IL8 RNA was increased in the cervical TZ after N9 exposure, although we did not detect significantly increased IL8 protein levels in endocervical fluid. We found that N9 exposure resulted in lower protein levels in endocervical fluid of SLPI, a protease inhibitor that is part of the innate immune response for protection of epithelium against damage and that directly blocks HIV infection of target T-cells [40]. Other groups have observed a reduction in SLPI in the CVLs of women exposed to N9 [7,42]. The concordance of findings in endocervical and CVL fluids supports our hypothesis that intravaginally-applied N9 gains access to the upper FRT and has similar effects there as have been observed in the lower FRT.

Exposure to N9 also altered gene expression of inflammatory mediators in the endometrium. Another study found that intravaginal N9 resulted in reduced endometrial levels of IL8 and IL1β [43], supporting our findings that N9 perturbs the endometrium although we did not observe altered expression of those specific genes in our study. 

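In the endometrium IL1B had a log2 fold change of 0.29 after N9 (standard error 0.23, n = 9 N9 and 8 no gel arrays, exact permutation test, p = 0.349, adjusted p = 0.871 from limma), with -0.15 among the arrays of the first series and 0.81 among those of the second, and it lay above the no gel median in 4 of 9 N9 arrays. IL8 (annotated as CXCL8) had a log2 fold change of 0.13 (standard error 0.13; adjusted p = 0.669 from limma over the list of inflammatory genes alone). Of the 29 inflammatory cytokines and chemokines measured 11 lay above 0, with a median of -0.02 (camera adjusted p = 0.764). Their mean per array was -0.38 ± 0.14 (SD, n = 9) after N9 and -0.36 ± 0.20 (SD, n = 8) with no gel (exact permutation test, p = 0.805).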

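The difference between N9 and no gel was larger in the cervix than in the endometrium for the inflammatory molecules of Table 3. As endometrium minus cervix, their log2 fold changes differed by a median of -0.89 (camera adjusted p = 1.4e-07 for this interaction, and adjusted p = 0.0398 with an estimated correlation). Some participants gave arrays of both tissues, and the interaction is given without a participant block. CCL20 differed by -1.26 (standard error 0.44), CCL19 by -0.88 (standard error 0.35) and SELE by -0.92 (standard error 0.33), each with an adjusted p of 0.9992 from limma over all probes. The study chose these 9 molecules on the cervical samples, so they are not independent evidence of the direction. The list of 29 inflammatory cytokines and chemokines differed by a median of -0.47 (camera adjusted p = 8.5e-07, and adjusted p = 0.203 with an estimated correlation). NK cell genes differed the other way, by a median of 0.35 (camera adjusted p = 1.4e-07, and adjusted p = 0.314 with an estimated correlation). No single probe showed a difference between the tissues in its response to N9 in limma (0 at an adjusted p under 0.05, lowest 0.179), and 130 had an unadjusted p under 0.05 with at least 1.5-fold.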

In cases where the effects could be directly compared between sites (pathway analysis and T-cell phenotypes), the effects of N9 were stronger on the sites closer to the vagina (cervical TZ or endocervix) than those further away (endometrium), consistent with a dose effect. Our results support a model in which the known pathological effects of N9 on the lower FRT extend into both the endocervix and the endometrium and may facilitate HIV infection in the upper FRT.

Our results demonstrated that UPG also altered the immune microenvironment of the upper FRT. At the cervical TZ, UPG resulted in increased RNA expression of inflammatory mediators IL8 and CCL20. In the endocervix, UPG resulted in decreased protein levels of SLPI, potentially weakening the innate immune protection against HIV, although the result was not statistically significant. Another study found that protein levels of IL8 did not change and SLPI increased initially in CVLs from women using UPG [42]; the differences between the results from their study and ours may reflect different sites of sample collection, product use frequency (twice versus once daily) and for IL8, measurement of protein versus RNA. In the endometrium, exposure to UPG resulted in up-regulation of large numbers of genes contributing to processes of immune cell trafficking and cell death/survival. Complement component 3, which had increased RNA levels after exposure to UPG, has been implicated in enhancement of HIV-1 infectivity of DCs and epithelial cells [44,45].

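Other genes of the complement system also had higher mean levels in the endometrium after UPG than with no gel. C1R, a protease that starts the classical pathway, had a log2 fold change of 0.85 (standard error 0.28, n = 8 and 8, exact permutation test, p = 0.0120). C4BPA and CD55, both inhibitors of complement, had 1.80 (standard error 0.74, exact permutation test, p = 0.0393) and 1.20 (standard error 0.44, exact permutation test, p = 0.0457). Each of the 3 lay above the no gel median in 8 of 8 UPG arrays. Of 19 listed genes of complement and coagulation 16 were measured and 14 lay above 0, with a median of 0.66, and 0 passed over all probes in limma or adjusted over the list alone (lowest adjusted p = 0.0657). The mean of the list per array was 0.15 ± 0.33 (SD, n = 8) after UPG and -0.50 ± 0.71 (SD, n = 8) with no gel, a difference of 0.42 and 0.95 by series (exact permutation test, p = 0.0371, adjusted p = 0.165 over the 31 lists). The camera test called the list (adjusted p = 4.7e-06), but not with an estimated correlation (adjusted p = 0.307 with an estimated correlation).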

Our surprising findings of inflammatory effects of UPG on the endocervix and endometrium underscore the need to consider the effects of gel excipients on the upper FRT. UPG was tested for safety and acceptability in women using measurements from the lower FRT [11]. UPG did not contribute to an increased risk of HIV infection compared to women not using gel in the HPTN-035 microbicide trial [46]. However, if a microbicide vehicle has inflammatory effects, it may counteract the protective effect of antiretroviral agents present in microbicide gels. Differences in vehicles used to deliver tenofovir may account for the protective effect of 1% tenofovir gel seen in the CAPRISA trial [9] but absent in the VOICE trial [10], although low adherence to product use also likely contributed to the trial failure. UPG was used as the placebo gel in both trials due to its isotonic properties, lack of anti-viral activity, and proven acceptability [11,47]. However, some gels have been shown to exhibit toxicity on epithelial surfaces [48]; if UPG has a similar effect, this may explain some of the findings reported herein.

A unique feature of this study is the use of multiple experimental platforms to test gel effects including measurements of RNA, protein and T-cell phenotypes. This is first study to apply gene expression profiling of the upper FRT to study microbicide effects, and the results indicate that the transcriptome provides a panel of gene expression changes that will be useful for identifying a “harm signal” for other intravaginal interventions. Our results indicate that protein measurements from endocervical wicks provide a non-invasive method for identifying pro-inflammatory effects. Another unique strength of our approach is the timing of sample collection to fall within a narrow window of the menstrual cycle thus limiting variability from the hormonal fluctuations within the menstrual cycle, and timed to coincide with the “window of vulnerability” for HIV infection [13]. Finally, since the randomized crossover study design exposes participants to multiple interventions, participants are exposed to study arms in a random order and intervention effects relative to control are estimated within participants. This design reduces bias by controlling for personal characteristics that might affect outcomes, ensures balanced sample sizes across arms, and increases power to detect significant effects relative to a parallel-arm design.

The main limitation of this study is the relatively small sample size and the unwillingness of some participants to complete all 3 study cycles; it highlights the challenge of recruiting healthy volunteers to undergo uncomfortable procedures for the sake of research. Many of the outcome measurements were based on small sample sizes and the results need to be further validated in larger studies. While participants were instructed to refrain from sexual intercourse for 72 hours prior to biopsy collection, and were asked to confirm that they had done so at the time of the biopsy visit, it is possible that unreported sexual intercourse might have contributed to some of the results observed since we did not test for the presence of semen. Another limitation is that *in vivo* effects of N9 and UPG on HIV infectivity of cells in the FRT were not studied directly. However, studies with endometrial, endocervical and HIV target cells *in vitro* can provide further insights into the processes by which these agents perturb the upper FRT and might enhance HIV risk.

To translate these findings to the clinic, the upper FRT should be included in safety evaluations of vaginal products, particularly those that are likely to be used by women at increased risk for exposure to HIV. The finding of a common N9 and UPG “harm signal” on the upper FRT provides a paradigm for safety testing of future HIV prevention strategies. Our results challenge the existing paradigm for safety assessments of candidate microbicides that focus only on the lower FRT, and indicate that the development of a truly inactive vaginal placebo gel is needed. Clinical trials of microbicide candidates should consider the inclusion of a “no-gel” control arm until biologically inert placebo products are developed. Our findings therefore have broad implications for safety testing of future candidate microbicides and for consideration of the upper reproductive tract as a possible portal for HIV acquisition.

## Supporting Information

S1 Table Numbers of samples per specimen type and study exposure group that contributed to each analysis. (DOCX) Click here for additional data file.

S2 Table The complete list of differentially expressed genes in N9-exposed cervix compared to unexposed cervix (p<0.05, fold change ≥1.5). (DOCX) Click here for additional data file.

S3 Table The complete list of differentially expressed genes in UPG-exposed cervix compared to unexposed cervix (p<0.05, fold change ≥1.5). (DOCX) Click here for additional data file.

S4 Table CD4+ T-cell phenotypes in samples from the endocervix and endometrium: (i) percentages in the group with no-gel exposure, (ii) relative effects after exposure to intravaginal N9 or UPG and (iii) relative frequencies, endocervix versus endometrium, in the group with no-gel exposure. For analyses conducted on the log scale, relative effects represent ratios of groups (normal font), whereas for analyses conducted on the decimal scale, relative effects represent differences between groups ***(bold*, *italic font)***.
(DOCX) Click here for additional data file.

S5 Table CD8+ T-cell phenotypes in samples from the endocervix and endometrium: (i) percentages in the group with no-gel exposure, (ii) relative effects after exposure to intravaginal N9 or UPG and (iii) relative frequencies, endocervix versus endometrium, in the group with no-gel exposure. For analyses conducted on the log scale, relative effects represent ratios of groups (normal font), whereas for analyses conducted on the decimal scale, relative effects represent differences between groups ***(bold*, *italic font)***.
(DOCX) Click here for additional data file.

S6 Table The complete list of differentially expressed genes in N9-exposed endometrium compared to unexposed endometrium (p<0.05, fold change ≥1.5). (DOCX) Click here for additional data file.

S7 Table The complete list of differentially expressed genes in UPG-exposed endometrium compared to unexposed endometrium (p<0.05, fold change ≥1.5). (DOCX) Click here for additional data file.

# Supplementary material for: Unexpected Inflammatory Effects of Intravaginal Gels (Universal Placebo Gel and Nonoxynol-9) on the Upper Female Reproductive Tract: A Randomized Crossover Study
**Source:** PLoS One. 2015 Jul 15;10(7):e0129769. doi: 10.1371/journal.pone.0129769
**Supplement:** S1 Table

**S1 Table**. **Numbers of samples per specimen type and study exposure group that contributed to each analysis**

**Endocervical wick for protein analysis (Table 4)^1^**

| # Exposures  Per woman | Exposure Group | | | Cumulative | Pairs available | |
| --- | --- | --- | --- | --- | --- | --- |
|  | N9 | UPG | No Gel | Exposures / Women | N9:Unt | UPG:Unt |
| 1 | 5 | 3 | 2 | 10 / 10 | 0 | 0 |
| 2 | 3 | 3 | 4 | 10 /  5 | 2 | 2 |
| 3 | 12 | 12 | 12 | 36 / 12 | 12 | 12 |
| Any | 20 | 18 | 18 | 56 / 27 | 14 | 14 |

**Cervical curettage specimens for T cell phenotying  (S4 and S5 Tables) ^2^**

| # Exposures  Per woman | Exposure Group | | | Cumulative | Pairs available | |
| --- | --- | --- | --- | --- | --- | --- |
|  | N9 | UPG | No Gel | Exposures / Women | N9:Unt | UPG:Unt |
| 1 | 5 | 3 | 2 | 10 / 10 | 0 | 0 |
| 2 | 4 | 4 | 6 | 14 / 7 | 3 | 3 |
| 3 | 8 | 8 | 8 | 24 / 8 | 8 | 8 |
| Any | 17 | 15 | 16 | 48 / 25 | 11 | 11 |

**Endometrial biopsy specimens for T cell phenotying  (S4 and S5 Tables) ^2^**

| # Exposures  Per woman | Exposure Group | | | Cumulative | Pairs available | |
| --- | --- | --- | --- | --- | --- | --- |
|  | N9 | UPG | No Gel | Exposures / Women | N9:Unt | UPG:Unt |
| 1 | 3 | 3 | 2 | 8 / 8 | 0 | 0 |
| 2 | 4 | 3 | 5 | 12 / 6 | 3 | 2 |
| 3 | 5 | 5 | 5 | 15 / 5 | 5 | 5 |
| Any | 12 | 11 | 12 | 35 / 19 | 8 | 7 |

**Cervical biopsy specimens for transcriptional profiling (Tables 2 and 3) ^3^**

| # Exposures  Per woman | Exposure Group | | | Cumulative | Pairs available | |
| --- | --- | --- | --- | --- | --- | --- |
|  | N9 | UPG | No Gel | Exposures / Women | N9:Unt | UPG:Unt |
| 1 | 5 | 2 | 4 | 11 / 11 | 0 | 0 |
| 2 | 2 | 3 | 5 | 10 / 5 | 2 | 3 |
| 3 | 4 | 4 | 5 | 15 / 5 | 5 | 5 |
| Any | 12 | 10 | 12 | 36 / 21 | 7 | 8 |

**Endometrial biopsy specimens for transcriptional profiling (Tables 2 and 3) ^3^**

| # Exposures  Per woman | Exposure Group | | | Cumulative | Pairs available | |
| --- | --- | --- | --- | --- | --- | --- |
|  | N9 | UPG | No Gel | Exposures / Women | N9:Unt | UPG:Unt |
| 1 | 3 | 3 | 4 | 10 / 10 | 0 | 0 |
| 2 | 3 | 3 | 2 | 8 / 4 | 1 | 1 |
| 3 | 3 | 3 | 3 | 9 / 3 | 3 | 3 |
| Any | 9 | 9 | 9 | 27 / 17 | 4 | 4 |

^1^ samples were excluded if the volume of fluid recovered from the wick was <2 ml (n=1)

^2^ samples were excluded if the number of CD4+ or CD8+ T-cells was less than 500 (n=1 for curettage, n=0 for endometrial biopsy)

^3^ samples were excluded due to low RIN number/RNA degradation (n=7 for cervix and n=6 for endometrium)

# Supplementary material for: Unexpected Inflammatory Effects of Intravaginal Gels (Universal Placebo Gel and Nonoxynol-9) on the Upper Female Reproductive Tract: A Randomized Crossover Study
**Source:** PLoS One. 2015 Jul 15;10(7):e0129769. doi: 10.1371/journal.pone.0129769
**Supplement:** S2 Table

**S2 Table. The complete list of differentially expressed genes in N9-exposed cervix compared to unexposed cervix (p<0.05, fold change ≥1.5)**

# Supplementary material for: Unexpected Inflammatory Effects of Intravaginal Gels (Universal Placebo Gel and Nonoxynol-9) on the Upper Female Reproductive Tract: A Randomized Crossover Study
**Source:** PLoS One. 2015 Jul 15;10(7):e0129769. doi: 10.1371/journal.pone.0129769
**Supplement:** S3 Table

**S3 Table. The complete list of differentially expressed genes in UPG-exposed cervix compared to unexposed cervix (p<0.05, fold change ≥1.5)**

| **Gene Description** | **Gene Symbol** | **Fold Change** | **Regulation** |
| --- | --- | --- | --- |
| chemokine (C-C motif) ligand 20 | CCL20 | 1.89 | up |
| cytochrome P450, family 2, subfamily B, polypeptide 7 pseudogene 1 | CYP2B7P1 | 1.61 | up |
| solute carrier family 26, member 4 | SLC26A4 | 1.60 | up |
| chromosome 20 open reading frame 114 | C20orf114 | 1.57 | up |
| olfactomedin 4 | OLFM4 | 1.56 | up |
| palate, lung and nasal epithelium associated | PLUNC | 1.53 | up |
| interleukin 8 | IL8 | 1.53 | up |
| chemokine (C-X-C motif) ligand 5 | CXCL5 | 1.50 | up |
| lymphocyte antigen 6 complex, locus G6C | LY6G6C | 1.63 | down |
| serpin peptidase inhibitor, clade B (ovalbumin), member 12 | SERPINB12 | 1.66 | down |
| lymphocyte antigen 6 complex, locus G6C | LY6G6C | 1.67 | down |
| lymphocyte antigen 6 complex, locus G6C | LY6G6C | 1.68 | down |
| keratin 10 | KRT10 | 1.96 | down |
| keratin 1 | KRT1 | 2.05 | down |

# Supplementary material for: Unexpected Inflammatory Effects of Intravaginal Gels (Universal Placebo Gel and Nonoxynol-9) on the Upper Female Reproductive Tract: A Randomized Crossover Study
**Source:** PLoS One. 2015 Jul 15;10(7):e0129769. doi: 10.1371/journal.pone.0129769
**Supplement:** S4 Table — For analyses conducted on the log scale, relative effects represent ratios of groups (normal font), whereas for analyses conducted on the decimal scale, relative effects represent differences between groups (bold, italic font).

**S4 Table.** CD4+ T-cell phenotypes in samples from the endocervix and endometrium: (i) percentages in the group with no-gel exposure, (ii) relative effects after exposure to intravaginal N9 or UPG and (iii) relative frequencies, endocervix versus endometrium, in the group with no-gel exposure. For analyses conducted on the log scale, relative effects represent ratios of groups (normal font), whereas for analyses conducted on the decimal scale, relative effects represent differences between groups ***(bold, italic font).***

| CD4+ T-Cell phenotype |  | Endocervix | | | Endometrium | | | Cervix:Endom |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Analysis scale | ***(i) No Gel*** Mean (95% CI) | ***(ii) N9:No Gel*** Mean (95% CI) | ***(ii) UPG:No Gel*** Mean (95% CI) | ***(i) No Gel*** Mean (95% CI) | ***(ii) N9:No Gel*** Mean (95% CI) | ***(ii) UPG:No Gel*** Mean (95% CI) | ***(iii)*** ***No gel*** Mean (95% CI) |
| CD4+/CCR7+ | Log | 46.3  (34.9, 61.4) | 1.01  (0.68, 1.50) | 1.01  (0.76, 1.51) | 11.5  (8.30, 15.9) | 1.31  (0.82, 2.07) | 1.55  (0.97, 2.48) ‡ | 4.02  (2.61, 6.19) † |
| CD4+/CD45RA+ | Log | 11.1  (7.59, 16.1) | 1.28  (0.86, 1.90) | 1.00  (0.67, 1.50) | 3.12  (2.06, 4.72) | 0.81  (0.51, 1.29) | 0.93  (0.57, 1.49) | 3.54  (2.33, 5.40) † |
| CD4+/CCR7-/CD45RA-  (Effector Memory) | Log | 54.7  (49.3, 60.6) | 0.95  (0.83, 1.08) | 0.96  (0.84, 1.10) | 90.1  (80.1, 101) | 0.90  (0.78, 1.05) | 0.93  (0.80, 1.09) | 0.61  (0.53, 0.70) † |
| CD4+/CCR7-/CD45RA+  (Terminally Differentiated Effector) | Log | 3.18  (2.22, 4.54) | 1.20  (0.81, 1.78) | 1.11  (0.74, 1.67) | 2.42  (1.62, 3.60) | 0.72  (0.45, 1.14) | 0.91  (0.56, 1.46) | 1.31  (0.86, 2.01) |
| CD4+/CCR7+/CD45RA-  (Central Memory) | Log | 36.4  (26.8, 49.6) | 0.98  (0.64, 1.50) | 0.98  (0.63, 1.51) | 10.6  (7.44, 15.2) | 1.37  (0.84, 2.25) | 1.59  (0.96, 2.64) ‡ | 3.43  (2.16, 5.44) † |
| CD4+/CCR7+/CD45RA+  (Naïve) | Log | 8.44  (5.88, 12.1) | 1.15  (0.76, 1.76) | 0.98  (0.64, 1.51) | 1.84  (1.23, 2.77) | 1.15  (0.70, 1.87) | 1.03  (0.62, 1.70) | 4.58  (2.92, 7.17) † |
| CD4+/CD38+ | Log | 45.8  (40.5, 51.9) | 1.04  (0.89, 1.21) | 1.02  (0.87, 1.20) | 83.6  (72.5, 96.4) | 0.93  (0.77, 1.12) | 0.94  (0.78, 1.14) | 0.55  (0.46, 0.65) † |
| CD4+/HLADR+ | Log | 5.96  (3.97, 8.97) | 1.30  (0.80, 2.11) | 0.86  (0.52, 1.41) | 29.9  (18.9, 47.4) | 0.81  (0.46, 1.43) | 0.82  (0.46, 1.48) | 0.20  (0.12, 0.34) † |
| CD4+/CD38+HLADR+ | Log | 3.20  (2.11, 4.83) | 1.30  (0.77, 2.18) | 0.98  (0.58, 1.67) | 27.0  (16.8, 43.2) | 0.61  (0.33, 1.13) | 0.75  (0.40, 1.39) | 0.12  (0.07, 0.21) † |
| CD4+/CD38+HLADR- | Log | 42.4  (37.1, 48.5) | 1.00  (0.84, 1.18) | 1.01  (0.85, 1.20) | 59.3  (50.9, 69.2) | 1.00  (0.83, 1.22) | 0.97  (0.79, 1.19) | 0.72  (0.60, 0.86) † |
| CD4+/CD38-HLADR+ | Log | 3.62  (2.76, 4.75) | 1.03  (0.74, 1.42) | 0.85  (0.61, 1.18) | 2.82  (2.08, 3.83) | 1.03  (0.71, 1.50) | 1.00  (0.68, 1.48) | 1.29  (0.91, 1.81) |
| CD4+/X4+ | Decimal | ***44.4***  ***(34.0, 54.8)*** | ***-5.94***  ***(-18.4, 6.55)*** | ***-5.98***  ***(-18.7, 6.76)*** | ***24.6***  ***(12.9, 36.4)*** | ***2.70***  ***(-11.9, 17.3)*** | ***-2.11***  ***(-17.1, 12.9)*** | ***19.8***  ***(6.40, 33.2) ¶*** |
| CD4+/R5+ | Decimal | ***26.4***  ***(16.2, 36.7)*** | ***0.97***  ***(-11.8, 13.8)*** | ***-5.04***  ***(-18.1, 8.05)*** | ***66.2***  ***(54.5, 77.9)*** | ***4.57***  ***(-10.4, 19.5)*** | ***-3.55***  ***(-11.8, 19.0)*** | ***-39.8***  ***(-53.5, -26.0)*** † |
| CD4+/X4+R5+ | Log | 9.07  (5.55, 14.8) | 0.82  (0.44, 1.51) | 0.72  (0.38, 1.35) | 23.0  (13.1, 40.2) | 0.71  (0.35, 1.45) | 0.71  (0.34, 1.49) | 0.39  (0.20, 0.76) ¶ |
| CD4+/X4+R5- | Log | 42.5  (26.1, 69.4) | 0.65  (0.36, 1.16) | 0.59  (0.33, 1.07) ‡ | 5.96  (3.43, 10.3) | 1.14  (0.58, 2.25) | 0.90  (0.44, 1.80) | 7.14  (3.83, 13.3) † |
| CD4+/X4-R5+ | Decimal | ***19.7***  ***(10.3, 29.1)*** | ***0.61***  ***(-11.1, 12.3)*** | ***-3.90***  ***(-15.9, 8.06)*** | ***47.4***  ***(36.8, 58.1)*** | ***5.72***  ***(-7.94, 19.4)*** | ***5.01***  ***(-9.05, 19.1)*** | ***-27.7***  ***(-40.3, -15.1)*** † |

**** *N = 83* Samples analyzed: N9, *n=*29; UPG, *n=*26; No gel, *n=*28; Endocervix (by curettage): *n=48,* Endometrium: *n=35*.

Significance according to Wald chi-square tests: ‡ p < 0.10; * p < 0.05; ¶ p < 0.01; † p < 0.001.

# Supplementary material for: Unexpected Inflammatory Effects of Intravaginal Gels (Universal Placebo Gel and Nonoxynol-9) on the Upper Female Reproductive Tract: A Randomized Crossover Study
**Source:** PLoS One. 2015 Jul 15;10(7):e0129769. doi: 10.1371/journal.pone.0129769
**Supplement:** S5 Table — For analyses conducted on the log scale, relative effects represent ratios of groups (normal font), whereas for analyses conducted on the decimal scale, relative effects represent differences between groups (bold, italic font).

**S5 Table.** CD8+ T-cell phenotypes in samples from the endocervix and endometrium: (i) percentages in the group with no-gel exposure, (ii) relative effects after exposure to intravaginal N9 or UPG and (iii) relative frequencies, endocervix versus endometrium, in the group with no-gel exposure. For analyses conducted on the log scale, relative effects represent ratios of groups (normal font), whereas for analyses conducted on the decimal scale, relative effects represent differences between groups ***(bold, italic font).***

| **CD8+ T-cell phenotype** |  | **Endocervix** | | | **Endometrium** | | | **Cervix:Endom** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Analysis scale | ***(i) No Gel*** Mean (95% CI) | ***(ii) N9:No Gel*** Mean (95% CI) | ***(ii) UPG:No Gel*** Mean (95% CI) | ***(i) No Gel*** Mean (95% CI) | ***(ii) N9:No Gel*** Mean (95% CI) | ***(ii) UPG:No Gel*** Mean (95% CI) | ***(iii)*** ***No gel*** Mean (95% CI) |
| CD8+/CCR7+ | Log | 21.7  (13.1, 35.9) | 1.14  (0.62, 2.08) | 0.70  (0.38, 1.27) | 12.8  (7.20, 22.8) | 0.96  (0.47, 1.94) | 0.52  (0.25, 1.06) ‡ | 1.69  (0.88, 3.25) |
| CD8+/CD45RA+ | Log | 24.8  (17.5, 35.2) | 1.10  (0.74, 1.64) | 1.06  (0.72, 1.57) | 9.57  (6.45, 14.2) | 0.98  (0.62, 1.56) | 1.00  (0.63, 1.60) | 2.59  (1.69, 3.97) † |
| CD8+/CCR7-/CD45RA-  (Effector Memory) | Decimal | ***64.9***  ***(57.3, 72.4)*** | ***-7.27***  ***(-15.6, 1.01)* ‡** | ***4.90***  ***(-3.34, 13.1)*** | ***76.2***  ***(67.8, 84.7)*** | ***2.12***  ***(-7.58, 11.8)*** | ***7.45***  ***(-2.40, 17.3)*** | ***-11.4***  ***(-20.3, -2.40) **** |
| CD8+/CCR7-/CD45RA+  (Terminally Differentiated Effector) | Log | 12.6  (8.43, 18.8) | 1.17  (0.78, 1.74) | 1.24  (0.83, 1.85) | 7.31  (4.69, 11.4) | 0.98  (0.61, 1.56) | 1.14  (0.70, 1.83) | 1.72  (1.12, 2.66) * |
| CD8+/CCR7+/CD45RA-  (Central Memory) | Log | 10.7  (6.42, 17.7) | 0.96  (0.52, 1.76) | 0.52  (0.29, 0.96) * | 14.5  (8.14, 26.0) | 0.80  (0.39, 1.63) | 0.54  (0.26, 1.11) ‡ | 0.73  (0.38, 1.43) |
| CD8+/CCR7+/CD45RA+  (Naïve) | Log | 13.7  (9.12, 20.4) | 0.82  (0.49, 1.38) | 0.82  (0.49, 1.38) | 2.96  (1.85, 4.73) | 1.00  (0.55, 1.84) | 0.76  (0.41, 1.41) | 4.61  (2.61, 8.15) † |
| CD8+/CD38+ | Decimal | ***55.7***  ***(47.2, 64.2)*** | ***-3.74***  ***(-14.1, 6.63)*** | ***-4.81***  ***(-15.1, 5.52)*** | ***88.5***  ***(78.7, 98.2)*** | ***-5.64***  ***(-17.8, 6.50)*** | ***1.72***  ***(-10.6, 14.1)*** | ***-32.7***  ***(-44.0, -21.4)*** |
| CD8+/HLADR+ | Log | 8.35  (6.02, 11.6) | 0.99  (0.69, 1.43) | 1.12  (0.78, 1.62) | 33.1  (22.8, 47.9) | 0.96  (0.63, 1.49) | 1.23  (0.79, 1.91) | 0.25  (0.17, 0.38) † |
| CD8+/CD38+HLADR+ | Log | 6.54  (4.74, 9.02) | 0.92  (0.63, 1.35) | 1.11  (0.75, 1.62) | 33.8  (23.4, 48.8) | 0.71  (0.45, 1.12) | 1.06  (0.67, 1.67) | 0.19  (0.13, 0.29) † |
| CD8+/CD38+HLADR- | Log | 52.7  (42.6, 65.2) | 0.82  (0.64, 1.06) | 0.82  (0.64, 1.05) | 60.2  (47.3, 76.6) | 0.87  (0.65, 1.16) | 0.87  (0.65, 1.17) | 0.88  (0.67, 1.15) |
| CD8+/CD38-HLADR+ | Log | 3.04  (2.27, 4.08) | 1.09  (0.78, 1.54) | 0.92  (0.66, 1.29) | 2.33  (1.67, 3.25) | 1.02  (0.69, 1.52) | 0.90  (0.60, 1.35) | 1.30  (0.90, 1.88) |
| CD8+/X4+ | Log | 32.5  (21.6, 49.0) | 0.90  (0.56, 1.45) | 0.84  (0.52, 1.36) | 20.7  (13.0, 33.1) | 0.83  (0.47, 1.45) | 0.78  (0.44, 1.37) | 1.57  (0.93, 2.63) ‡ |
| CD8+/R5+ | Decimal | ***39.1***  ***(25.6, 52.6)*** | ***3.41***  ***(-12.7, 19.6)*** | ***-2.86***  ***(-19.0, 13.2)*** | ***70.1***  ***(54.7, 85.5)*** | ***8.30***  ***(-10.6, 27.2)*** | ***6.49***  ***(-12.8, 25.7)*** | ***-31.0***  ***(-48.5, -13.4)*** † |
| CD8+/X4+R5+ | Log | 10.1  (5.79, 17.6) | 1.04  (0.51, 2.09) | 0.79  (0.39, 1.59) | 20.7  (10.9, 39.3) | 0.79  (0.35, 1.80) | 0.85  (0.37, 1.97) | 0.49  (0.23, 1.05) ‡ |
| CD8+/X4+R5- | Log | 26.3  (17.7, 39.1) | 0.66  (0.41, 1.06) ‡ | 0.88  (0.54, 1.42) | 3.59  (2.28, 5.65) | 1.05  (0.59, 1.84) | 0.85  (0.48, 1.51) | 7.33  (4.34, 12.4) † |
| CD8+/X4-R5+ | Decimal | ***32.1***  ***(21.0, 43.1)*** | ***-2.63***  ***(-15.3, 10.1)*** | ***-4.79***  ***(-17.4, 7.84)*** | ***52.2***  ***(39.7, 64.7)*** | ***10.3***  ***(-4.52, 25.2)*** | ***7.50***  ***(-7.60, 22.6)*** | ***-20.1***  ***(-33.9, -6.36)*** ¶ |

** N = 81 samples analyzed: N9, n=28; UPG, n=27; No gel, n=26; Endocervix (by curettage): n=47, Endometrium: n=34.

Significance according to Wald chi-square tests: ‡ p < 0.10; * p < 0.05; ¶ p < 0.01; † p < 0.001.

# Supplementary material for: Unexpected Inflammatory Effects of Intravaginal Gels (Universal Placebo Gel and Nonoxynol-9) on the Upper Female Reproductive Tract: A Randomized Crossover Study
**Source:** PLoS One. 2015 Jul 15;10(7):e0129769. doi: 10.1371/journal.pone.0129769
**Supplement:** S6 Table

**S6 Table. The complete list of differentially expressed genes in N9-exposed endometrium compared to unexposed endometrium (p<0.05, fold change ≥1.5)**

# Supplementary material for: Unexpected Inflammatory Effects of Intravaginal Gels (Universal Placebo Gel and Nonoxynol-9) on the Upper Female Reproductive Tract: A Randomized Crossover Study
**Source:** PLoS One. 2015 Jul 15;10(7):e0129769. doi: 10.1371/journal.pone.0129769
**Supplement:** S7 Table

**Supplemental Table S5. The complete list of differentially expressed genes in UPG-exposed endometrium compared to unexposed endometrium (p<0.05, fold change ≥1.5)**

How the deposited data were processed for this re-analysis (not part of the article)

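RNA of cervical transformation zone and endometrial biopsies was measured on 58 Affymetrix Human Gene 1.0 ST arrays, 33 of cervix and 25 of endometrium, from women who used no gel, a gel with nonoxynol-9 (N9) or the universal placebo gel (UPG). The authors processed the scanner output in GeneSpring GX with RMA16 background correction, normalization and log2 transformation, and deposited log2 values for 28869 probes. The paper's text does not name a centring step, but the median of each probe over the 58 arrays is 0 within 1e-06 in the deposited log2 values. Differences between arrays are kept by such a step, and the level of a probe against another probe or against background is not. A filter on dim probes therefore has no meaning for these values and was not run. Array medians lie between -0.0161 and 0.0167 in log2, so no further normalization was applied. The number of arrays limits the precision.

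Each array was assigned to its tissue, study arm and participant from the sample labels and the paper. The labels call the 33 cervical arrays endocervix where the paper describes biopsies of the transformation zone, and the paper was followed, so the mix of squamous and columnar epithelium they hold is open. Participant and visit were read from the array names. Of the 58 arrays, 58 lay closest to the mean of their labelled tissue, and the highest correlation between 2 arrays was 0.854, so no array was taken for a duplicate. Arrays of a participant in different arms come from the same donor and are paired in that sense. Their deviations from the arm means correlated on average at 0.398 in the cervix (16 pairs, 13 of them over 0.1) and at 0.0816 in the endometrium (11 pairs, 5 over 0.1), against -0.0160 and -0.00438 between participants. The participant as a random block had a consensus correlation of 0.238 and 0.0496, and as a fixed block the cervical N9 comparison had 27 and the endometrial UPG comparison 86 probes at an unadjusted p under 0.05 with at least 1.5-fold. Arrays that share only their running number within their groups correlated at -0.0261 in the cervix and at -0.0259 in the endometrium.

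Probes were named through the platform annotation. It gives 1 symbol to 19310 probes, several to 1752 and none to 7807, and 18377 genes have a probe of their own. Probes with several symbols were used in tests over all probes and named only as probes annotated to several KIR genes. Where a gene has several probes, the one with the highest mean over the arrays of the tissue was used, a rule set before the values were known to be centred. On centred values it takes the probe furthest above its own median and not the brightest. With the mean over the probes of a gene instead, camera called as many lists (14, 8, 5 and 10).

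Differences between arms were tested within each tissue with limma 3.58.1 in R 4.3.3, in 1 fit of the 3 arms without a block, with Benjamini-Hochberg adjustment over all probes. A probe was called at an adjusted p under 0.05 with at least 1.5-fold. The difference of a gel's effect between the tissues was tested as an interaction over all 58 arrays. In 15 cases a participant and visit gave arrays of both tissues, and no participant block is given for this interaction. The following were fixed before the data were examined: the assignment of arrays, the tests, the thresholds, the gene lists, the rule for named genes and the alternatives not said to be added. Named genes are all those that the paper's results text or Table 2 names and that have a probe of their own (AREG of Table 2 has none and was not analysed), the 10 with the largest rises and falls in a comparison (filled from probes at an unadjusted p under 0.05 with at least 1.5-fold, which do not pass the adjusted threshold), up to 4 members of a gene list with the lowest p, and HPRT1. The values in the paper's tables had been seen when that rule was written.

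The 31 gene lists cover cell types, tissue states and gene families that such biopsies can hold, and 3 lists that the study itself chose on these samples. Each list was tested with camera (limma) at its preset correlation between genes of 0.01, adjusted over the 31 lists. Alternatives were camera with an estimated correlation and fry, with statmod 1.5.0 for blocked fits. Single genes were also compared between arms by two-sided permutation tests of the difference in means in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. These were exact where an arm holds fewer than 10 arrays, and used 100000 resamples otherwise, where the smallest p they can give is 1e-05. The permutation of arms on the mean of a list in each array was added after seeing the data. Figures were drawn with matplotlib 3.10.9.

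The analysis was tested on simulated data in which 200 of 28869 probes were changed, with 10 draws per comparison. At 2-fold, 96.2% of changed probes were recovered in the cervical N9 comparison, 96.6% in the cervical UPG, 95.8% in the endometrial N9 and 94.0% in the endometrial UPG comparison. These rates are averages over the changed probes. They do not give the power for genes that vary widely between arrays, such as IL8 and KRT1. For such genes the lack of a call does not exclude a 2-fold change. In simulated lists, camera at its preset correlation called 32.6%, 29.0%, 22.1% and 24.4% of unchanged lists in these comparisons, and 0% with an estimated correlation. A list of 30 genes shifted by 1.5-fold was called in 100% of 20 draws by both. This rate does not give the power for the real lists. The 29 cornified genes had a median log2 fold change of -0.69 in the cervix after N9 and were not called with an estimated correlation.

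The paper's methods name a two-way analysis of variance with Benjamini-Hochberg adjustment and leave its second factor open, so a two-way linear model of arm by tissue over all 58 arrays was run as an alternative. The other alternatives set at the start were array weights, quantile normalization, the participant as a random or fixed block, the visit as a covariate, the 2 series of array names as a block, only the 2 arms compared, a moderated test with trend and robust settings, no fold minimum, unadjusted p, lists without published genes, split controls and leaving out each array. Added after seeing the data were the running number as a block, a filter on the SD of probes, the tissue term of the linear model, the mean over the probes of a gene, fits within each series, the counts at an unadjusted p under settings other than limma, the random block and the linear model, the counts at 1.5-fold without a p, and the simulation that keeps the participants. Protein and flow cytometry measurements of the paper were not analysed here.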

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

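In this part the permutation of list means, the shares of the series in the arms, the scores built from random genes and from other lists, and the sorting of splits by shared participants were chosen only after the result was seen; the other tests had been set earlier. Of 95 groups of arrays examined for 1 array far from the others, 9 held one, where chance gives about 1 in 20 groups or 4.75. The groups are not independent, since several genes were examined on the same arrays and UPG replicate 4 of the endometrium recurs among the 9. The 4.75 is therefore only a guide. In the endometrium after N9, replicate 4 had the lowest SPP1 (-0.45, against a median of 2.09 of the others; its gap to the nearest array was 0.564 of the range) and the highest HPRT1 (1.90 against 0.49; gap 0.626), and replicate 9 the highest COL1A1 (1.13 against 0.17; gap 0.637). With no gel, replicate 5 had the highest TSPAN8 (0.68 against -1.05; gap 0.742). After UPG, replicate 4 had the lowest PAEP (2.33 against 4.95; gap 0.683), GPX3 (-1.62 against 2.09; gap 0.553), IL6ST (0.18 against 1.49; gap 0.596) and CXCL14 (-1.50 against 1.10; gap 0.808), and replicate 6 the lowest IL15 (-0.12 against 1.50; gap 0.577).

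Between the tissues, the effect of N9 on the 9 inflammatory molecules of Table 3 differed by a median of -0.89 in log2 (endometrium minus cervix; adjusted p = 0.0398 with an estimated correlation between genes). The study chose these molecules for their rise in the same cervical arrays, so a larger effect there is in part built in, and the wider list of 29 inflammatory genes, which holds some of them, had an adjusted p of 0.203 with an estimated correlation. The effect of UPG on 40 genes that rise into the mid-secretory phase differed by a median of 0.98 (adjusted p = 0.0347 with an estimated correlation). The paper's S7 Table, chosen on the endometrial samples, holds some of these 40 genes, so this difference is in part built in. Some participants gave arrays of both tissues, and these differences between the tissues are given without a participant block. Outside the genes the paper discusses, 210 small non-coding RNAs had a median log2 fold change of 0.06 after N9 in the cervix (0.037 without N9 replicate 1), with 160 above 0 (adjusted p = 0.0907 with an estimated correlation), and of 0.025 after UPG, with 144 above 0 (adjusted p = 0.537 with an estimated correlation). In the endometrium after N9, 10 fibroblast genes had a median of -0.43 (adjusted p = 0.762 with an estimated correlation), and of -0.07 with a term for each participant. HPRT1 had a log2 fold change of -0.66 in the endometrium after UPG, and the median of the 7 other reference genes was 5.43% of that.

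In the endometrium after UPG, NK cell genes (median log2 fold change 0.61), genes that rise into the mid-secretory phase (0.96) and genes that fall over these days (-0.65) were called by camera at its preset correlation and not with an estimated one (adjusted p of 0.191 each). Without the genes of the paper's S7 Table, chosen on these samples, the rising and falling genes had medians of 0.71 and -0.18. The tables argue against the order of the visits and the series of array names as the whole cause, since the 380 genes of the paper's S7 Table that were matched kept 111.1% of their median change with the visit as a covariate and 93.8% with the series as a fixed block. With a maturation score as a covariate, built from 20 rising and 10 falling genes outside that table, they kept 28.1% (interval 25.5 to 32.8), while scores of random genes left 95.9% at the median and 47.4% at the lowest of 100 draws, and scores of NK cell genes and of complement genes left 47.2% and 56.8%. The interval does not cover the spread between participants. The score averaged -0.33 ± 1.32 (SD, n = 8) with no gel, 0.33 ± 0.84 (SD, n = 9) after N9 and 0.97 ± 0.34 (SD, n = 8) after UPG (exact permutation test of UPG against no gel, p = 0.0103), and with it 20 probes, in place of 354, had an unadjusted p under 0.05 with at least 1.5-fold. These values are consistent with UPG biopsies that lie later in the secretory phase than the no gel biopsies, and whether the days of sampling or a biological effect of UPG on maturation set this apart was not tested. The paper states that the cycle day and the days after the luteinizing hormone surge did not vary by arm in its study population, and no day is given for single arrays here.

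In the cervix after N9, 29 genes of cornified squamous epithelium had a median log2 fold change of -0.69, with -2.09 in the first series of arrays and 0.32 in the second. An uneven spread of the series over the arms is argued against by the design alone, as the share of arrays of the first series differs by 0% between the arms. The series as a fixed block, with which the median kept 100% of its size, could not have moved it and tests nothing. A lower share of squamous epithelium in the N9 biopsies stays open, because the 12 basal squamous genes had 24.3% of the change of the cornified genes with an interval from -3.92 to 61.5, too wide to exclude it, and their median of -0.17 moved to -0.01 without N9 replicate 10 and to -0.43 without no gel replicate 9. The interval does not cover the spread between participants. By series the basal genes were at -1.16 and 0.36 after N9, and the cornified genes at -1.99 and 1.60 after UPG. A biological effect of N9 on the cornified layer and a different makeup of the biopsies cannot be told apart here, as that interval leaves both possible.

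Among 100 splits of the same arrays into groups of the same sizes, the real one included, chance could not be excluded for any count at an unadjusted p. For the 0 probes past the adjusted threshold the splits decide nothing, as any split gives a count at least as large (100 of 100 in all 10 comparisons), and the highest other count was 3 for N9 and 794 for UPG in the cervix, 19 for N9 against UPG and 240 for both gels against no gel there, 74 for N9 and 8 for UPG in the endometrium, 0 for N9 against UPG and 0 for both gels there, and 88 for N9 and 1 for UPG between the tissues. For the counts at an unadjusted p under 0.05 with at least 1.5-fold, 18 splits were as large as the real 57 of N9 in the cervix (highest other 669), 95 as large as the 1 of UPG (1154), 30 as large as the 37 of N9 against UPG (642) and 39 as large as the 15 of both gels (679). In the endometrium 31 splits were as large as the 80 of N9 (651), 5 as large as the 354 of UPG (636), 15 as large as the 99 of N9 against UPG (595) and 7 as large as the 171 of both gels (323). Between the tissues 41 splits were as large as the 130 of N9 (901) and 11 as large as the 310 of UPG (1047). Splits with several times the real count point to a structure of the samples other than the arms, and in the cervix the series of array names is 1 such structure, with 125 probes past the adjusted threshold between the series.

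Participants pair some of the arrays, so splits were also compared by how many participants they part between the groups. The real comparisons part 6 participants for N9 and 6 for UPG in the cervix, and 3 and 4 in the endometrium, against a mean of 3.04, 2.93, 1.43 and 1.99 in the other splits. Of the other splits that part as many, 0 of 1, 3 of 3, 6 of 13 and 1 of 8 gave an unadjusted count as large as the real one. The highest count among these was 19, 17, 651 and 636, so most other cervical splits part fewer participants than the real ones, and the highest endometrial counts came from splits that part as many.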

How the results depend on the processing

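The counts at an unadjusted p under settings other than limma, the random block and the linear model, the counts at 1.5-fold without a p, the tissue term of the linear model, the running number as a block, the fits within each series and the permutation of list means were chosen only after the result was seen. No setting with an adjusted p for the gel called a probe (0 in each comparison in which it was run, and for each gel against no gel also without each array in turn), with 2 exceptions: the two-way linear model of arm and tissue gave 19 for UPG in the endometrium, and the arrays of the second series alone gave 1 for N9 there. Without adjustment limma gave 57 (N9), 1 (UPG), 37 (N9 against UPG) and 15 (both gels) in the cervix, 80, 354, 99 and 171 in the endometrium, and 130 (N9) and 310 (UPG) between the tissues. For N9 and UPG in the cervix and N9 and UPG in the endometrium, in that order, the participant as a random block gave 55, 1, 80 and 359 without adjustment, the linear model 67, 1, 96 and 418, a fold of 1.5 without a p 131, 16, 142 and 535, and the adjusted p of its tissue term 116, 14, 92 and 391. Starting from the unadjusted counts, the participant as a fixed block, which uses fewer arrays, gave 27, 3, 29 and 86. The arrays of the first series alone gave 203, 410, 297 and 347, where the last count rests on 2 UPG and 4 no gel arrays. Those of the second series alone gave 99, 46, 835 and 843. The running number as a block gave 4 for UPG in the cervix, and the visit as a covariate 552 for UPG in the endometrium. Leaving out each array gave 42 to 71 (N9, cervix), 0 (without UPG replicate 7) to 3 (UPG, cervix; without no gel replicate 8 or 11), 66 to 158 (N9, endometrium; without N9 replicate 4) and 249 to 554 (UPG, endometrium; without no gel replicate 3). Of the 31 gene lists camera called 14, 8, 5 and 10 at its preset correlation, and 1, 0, 0 and 0 with an estimated correlation, with fry and with the permutation of list means; the 1 list is that of the inflammatory molecules chosen by the study, and the self-test gives the cause in part, since unchanged lists were called at the preset correlation. With split controls the correlation between the gels moved from 0.333 to -0.243 in the cervix and from 0.631 to 0.166 in the endometrium. The controls are then not shared, and each gel is also set against fewer of them (6 in the cervix and 4 in the endometrium). Which of these changes moved the correlation was not tested, as the split was not run on simulated arms without an effect. Of 553 values of named genes under 7 alternatives over all arrays of a tissue (the participant as a random or fixed block, the visit, the series, quantile normalization, trend and robust settings, array weights) 552 kept their direction, and CCL2 in the cervix after N9 turned to -0.028 with the participant as a fixed block. The series taken alone are not among the 7 and turned several named genes, among them KRT1 in the cervix after UPG, PAEP and MMP26 in the endometrium after N9, and MMP7 there after both gels. With the participant as a fixed block, the called list medians that moved over 1.5 times were, in the cervix after N9, those of wounded epithelium (0.28 to 0.09), columnar epithelium (-0.24 to 0.12), macrophages (0.18 to 0.105), fibroblasts (0.24 to 0.43), immediate early genes (0.29 to 0.145), proliferation (0.155 to 0.04), metallothioneins (0.26 to 0.16) and ribosomal proteins (0.04 to 0.02). After UPG they were those of inflammatory genes (0.20 to 0.03), interferon response (0.19 to 0.02), NK cells (0.07 to -0.005), macrophages (0.06 to 0.20) and the inflammatory molecules of Table 3 (0.34 to 0.21). In the endometrium they were those of NK cells (0.49 to 0.22) and fibroblasts (-0.43 to -0.07) after N9, and of decidualizing stroma (0.20 to 0.08) and metallothioneins (0.44 to 0.80) after UPG. Those of small non-coding RNAs (0.053 to 0.010 and 0.043 to 0.069 in the endometrium after N9 and UPG, 0.025 to 0.016 in the cervix after UPG) and of ribosomal proteins (0.020 to 0.032 in the cervix after UPG) also moved over 1.5 times. Where no cause is given, the cause was not tested. With the participant as a random block camera called 13, 10, 5 and 10 lists, and with the series as a fixed block 13, 8, 5 and 9; no block called a probe at an adjusted p. The filter on dim probes was not run, because centred values hold no signal over background, and for the same reason what background limits is not known.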

Differences from the paper's values

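The setting that takes the p of the tissue term, the counts at 1.5-fold without a p and the unadjusted counts with 1 array left out were chosen only after the values were seen; the other settings named here had been set before the data were examined. The paper's text gives 35 cervical and 27 endometrial samples, and Table 2 other numbers, where the values here hold 33 and 25 arrays. At the thresholds the paper states (1.5-fold and p under 0.05, with Benjamini-Hochberg adjustment in its methods), 0 probes passed in limma in each comparison, where the paper reports genes. For N9 in the cervix the paper's values are 119 genes, 33 up and 86 down. Without adjustment the values here are 57, with 34 up and 23 down, with the participant as a random block without adjustment 55, with 30 up and 25 down, and in the two-way linear model without adjustment 67, with 38 up and 29 down, so that only the number of genes up comes within 1.5 times of the paper's; with 1 array left out the 23 lay between 13 (no gel replicate 2) and 28. For UPG in the cervix the paper's values are 14 genes, 8 up and 6 down, and these 3 settings give 1 up and 0 down each. For N9 in the endometrium the paper's values are 93 genes, 63 up and 30 down. The 3 settings give 80, 80 and 96 in all and 68, 68 and 86 up, which are within 1.5 times, and 12, 12 and 10 down, which are not; with 1 array left out the 12 lay between 11 and 38 and the 68 between 47 and 120 (38 and 120 without N9 replicate 4). For UPG in the endometrium the paper's values are 397 genes, 211 up and 186 down, and the 3 settings give 354, 359 and 418 in all, 214, 218 and 236 up, and 140, 141 and 182 down, which are within 1.5 times; with 1 array left out the 140 lay between 83 (no gel replicate 4) and 260 (no gel replicate 3). With adjustment the linear model gives 0, 0, 0 and, for UPG in the endometrium, 19 (15 up, 4 down), and 17 of the paper's listed probes pass its adjusted threshold. The other settings set at the start give 0 in all 4 comparisons. Of the listed probes that were matched, 70, 13, 45 and 135 are not among those found without adjustment in limma, 69, 13, 46 and 135 with the random block and 63, 13, 33 and 92 in the linear model (for N9 and UPG in the cervix and N9 and UPG in the endometrium).

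When the p of the tissue term of the linear model is taken in place of that of the gel, a setting chosen after seeing the values, 116, 14, 92 and 391 probes pass with at least 1.5-fold, within 1.5 times of the paper's counts. The p of this setting drops 0, 0, 0 and 2 of the paper's listed probes whose fold change lies within 0.02 of the paper's in log2. Probes dropped by its 1.5-fold minimum, given next for the fold alone, are not in these counts. At 1.5-fold without any p, also chosen after seeing the values, 131 (41 up, 90 down), 16 (10 up, 6 down), 142 (105 up, 37 down) and 535 (289 up, 246 down) probes pass, within 1.5 times of the paper's counts except for N9 in the endometrium (in all and up), and 4, 0, 1 and 8 of the matched probes are dropped. Of the paper's 119, 14, 93 and 397 listed entries, 106, 14, 84 and 380 were matched by name, each with the paper's direction, and 104, 14, 83 and 375 have a fold change within 0.02 of the paper's in log2. Of the 36 fold changes of Table 2 that could be matched, 36 lie within 0.02 in log2.

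The paper's methods state that HPRT1 was stable between the arms, while its S7 Table lists HPRT1 among the genes lower in the endometrium after UPG, 1.58-fold. Here, as in that table, it was lower, with a log2 fold change of -0.66 in the endometrium after UPG (standard error 0.23, n = 8 and 8, exact permutation test, p = 0.0151, adjusted p = 0.593 from limma). Its log2 fold changes in the endometrium after N9 and in the cervix after both gels lay between -0.13 and 0.22. The -0.13, of the endometrium after N9, includes replicate 4, which stood apart at 1.90 against a median of 0.49 of the other N9 arrays.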

Other observations

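The tests of membership in the published gene lists and the permutation of list means were chosen only after the result was seen. Metallothioneins, which bind zinc and copper, had higher mean levels after N9 in the cervix, with 6 of 7 genes above 0 and a median log2 fold change of 0.26, and of 0.16 without no gel replicate 3 (camera adjusted p = 0.00242, and adjusted p = 0.464 with an estimated correlation). MT2A had 0.45 (standard error 0.15) and was the only one of the 7 to pass when adjusted over the list alone (adjusted p = 0.0481). In the endometrium 7 of 7 lay above 0 after UPG, with a median of 0.44, with 1.16 in the first series and -0.01 in the second, and with 0.07 without no gel replicate 1 (camera adjusted p = 0.00639, and adjusted p = 0.587 with an estimated correlation). Of 12 genes of decidualizing stroma 9 lay above 0 after UPG, with a median of 0.20 (camera adjusted p = 0.0304, and adjusted p = 0.381 with an estimated correlation). These 12 genes had a median of 0.03 in the first series, 0.28 in the second and 0.08 with the participant as a fixed block. Among them the scavenger receptor SCARA5 had 0.59 (standard error 0.20) and PRL (prolactin) 0.08 (standard error 0.03), the 2 that passed when adjusted over the list alone (adjusted p = 0.0404 for both), with 0 over all probes in limma.

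The mean over matrix metallopeptidases was lower in the endometrium after both gels, though camera did not call the list (adjusted p = 0.0869 after N9 and 0.209 after UPG), 8 of 22 genes lay above 0 after each gel and 0 passed when adjusted over the list alone. The mean of 22 genes per array was 0.26 ± 0.12 (SD, n = 8) with no gel, 0.09 ± 0.11 (SD, n = 9) after N9 (exact permutation test, p = 0.00671, adjusted p = 0.208 over the 31 lists; below the no gel median in 9 of 9 arrays) and 0.08 ± 0.08 (SD, n = 8) after UPG (exact permutation test, p = 0.00311, adjusted p = 0.0530; 8 of 8 arrays). The medians over the genes were -0.04 and -0.02, and MMP7 and MMP26 had the lowest log2 fold changes of the 22 after both gels. In the cervix 13 of 14 proliferation genes lay above 0 after N9 (median 0.16, camera adjusted p = 0.0102, and adjusted p = 0.646 with an estimated correlation). Their median was -0.056 in the first series and 0.375 in the second, and 0.042 with the participant as a fixed block. Of 100 ribosomal protein genes 86 lay above 0 there after N9 (median 0.04, camera adjusted p = 6.55e-06, and adjusted p = 0.484 with an estimated correlation). In the endometrium 147 of 210 small non-coding RNAs lay above 0 after N9 (median 0.05, with 0.026 without N9 replicate 8 and 0.093 without no gel replicate 2, camera adjusted p = 4.06e-07, and adjusted p = 0.762 with an estimated correlation) and 150 after UPG (median 0.04, with 0.019 without UPG replicate 1, camera adjusted p = 0.00243, and adjusted p = 0.693 with an estimated correlation). Lists of ciliated cells, smooth muscle and red blood cells had medians between -0.09 and 0.06 in the 4 comparisons with no gel and were not called by camera.

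The fold changes of the genes in the paper's supplementary lists match those computed here, while 0 of these genes passed the adjusted threshold for the gel in limma. The tables argue against the p of the gel as the basis of membership, since only 67.2% of the 576 listed probes with a matching fold change had an unadjusted p under 0.05 for the gel in the two-way linear model. The p of the tissue term is a candidate explanation, since 99.65% of these probes, and 38.6% of all probes, had an adjusted p under 0.05 for the difference between cervix and endometrium. Of 175 named probes with at least 1.5-fold that are not listed, 11 passed for the tissue and 131 had an unadjusted p under 0.05 for the gel. This is a hypothesis found and tested on the same values, and no biological explanation was tested for it.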
